# RNA-Seq analysis of *Gtf2ird1* knockout epidermal tissue provides potential insights into molecular mechanisms underpinning Williams-Beuren syndrome

**DOI:** 10.1186/s12864-016-2801-4

**Published:** 2016-06-13

**Authors:** Susan M. Corley, Cesar P. Canales, Paulina Carmona-Mora, Veronica Mendoza-Reinosa, Annemiek Beverdam, Edna C. Hardeman, Marc R. Wilkins, Stephen J. Palmer

**Keywords:** RNA-Seq, Transcriptomics, Williams-Beuren syndrome, Neurodevelopmental disorder

## Abstract

**Background:**

Williams-Beuren Syndrome (WBS) is a genetic disorder associated with multisystemic abnormalities, including craniofacial dysmorphology and cognitive defects. It is caused by a hemizygous microdeletion involving up to 28 genes in chromosome 7q11.23. Genotype/phenotype analysis of atypical microdeletions implicates two evolutionary-related transcription factors, GTF2I and GTF2IRD1, as prime candidates for the cause of the facial dysmorphology.

**Results:**

Using a targeted *Gtf2ird1* knockout mouse, we employed massively-parallel sequencing of mRNA (RNA-Seq) to understand changes in the transcriptional landscape associated with inactivation of *Gtf2ird1* in lip tissue. We found widespread dysregulation of genes including differential expression of 78 transcription factors or coactivators, several involved in organ development including *Hey1, Myf6, Myog, Dlx2, Gli1, Gli2, Lhx2, Pou3f3, Sox2, Foxp3*. We also found that the absence of GTF2IRD1 is associated with increased expression of genes involved in cellular proliferation, including growth factors consistent with the observed phenotype of extreme thickening of the epidermis. At the same time, there was a decrease in the expression of genes involved in other signalling mechanisms, including the Wnt pathway, indicating dysregulation in the complex networks necessary for epidermal differentiation and facial skin patterning. Several of the differentially expressed genes have known roles in both tissue development and neurological function, such as the transcription factor *Lhx2* which regulates several genes involved in both skin and brain development.

**Conclusions:**

*Gtf2ird1* inactivation results in widespread gene dysregulation, some of which may be due to the secondary consequences of gene regulatory network disruptions involving several transcription factors and signalling molecules. Genes involved in growth factor signalling and cell cycle progression were identified as particularly important for explaining the skin dysmorphology observed in this mouse model. We have noted that a number of the dysregulated genes have known roles in brain development as well as epidermal differentiation and maintenance. Therefore, this study provides clues as to the underlying mechanisms that may be involved in the broader profile of WBS.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2801-4) contains supplementary material, which is available to authorized users.

## Background

*Gtf2ird1* is a member of the *Gtf2i* family of genes, encoding a set of multifunctional transcription factors. The three members of this family cluster within a domain of the 7q11.23 chromosomal region that is prone to copy number variation through non-allelic homologous recombination. Hemizygous deletion of this domain leads to the neurodevelopmental disorder, Williams-Beuren Syndrome (WBS) [1]. This is a multisystem disorder with physical, cognitive and behavioural components. Studies of WBS patients with atypical deletions of the region have led to the conclusion that loss of *GTF2IRD1* and *GTF2I* explain prominent features of the condition such as the craniofacial dysmorphology, the intellectual disability and the behavioural effects [2].

Analysis of mouse knockouts of the orthologous genes *Gtf2ird1* and *Gtf2i* support these conclusions. Homozygous loss of *Gtf2i* causes embryonic lethality [3] but heterozygous loss results in increased anxiety, as measured by the light–dark box and elevated plus maze tests [4]. Homozygous *Gtf2ird1* mutants show reduced levels of aggression in the resident intruder test [5] impaired motor coordination and exploratory behaviour [6, 7] and altered vocalization in response to specific stress-inducing cues [6]. Homozygous loss of *Gtf2ird1* has also been shown to cause craniofacial abnormalities that in a transgene insertion mutant, affects the alignment of the jaws [8], but in the knockout model presented in this work, is mainly confined to an excessive overgrowth of the soft tissue [6]. This phenotype is not apparent in the heterozygous *Gtf2ird1* knockout mice. Detailed analysis of adult homozygous null *Gtf2ird1*^*tm1Hrd*^ mice demonstrated that these abnormalities were confined to the regions around the lips and the nose and histological sections showed that the increased thickness was due to an enlargement of the epidermal layer that sometimes resulted in skin flaps and folds in the lips and around the nares [6]. While no histology of the face is available from WBS patients, it has been noted that the majority of the WBS craniofacial phenotype is soft tissue related [6].

*Gtf2ird1* expression in the mouse is consistent with a role in craniofacial development and brain function [9]. The *Gtf2ird1* transcript is detectable from early stages of embryogenesis through to the development of specific tissues including cartilage, muscle, heart, brain and tooth buds. In the developing head, many of the hard and soft tissue components express *Gtf2ird1*. In the transition to maturity, many of these sites are shut down and expression in the adult becomes mainly confined to sensory organs, neurons of the peripheral and central nervous system, smooth muscle, cardiac muscle, cells in the testis and brown adipose tissue [9, 10].

Several studies illustrate GTF2IRD1’s DNA binding properties [11, 12] and its ability to act as a transcriptional regulator in transgenic mouse systems [13], as well as a capacity to auto-regulate its own transcription through direct binding of the GTF2IRD1 protein to its own promoter region [14]. However, much of the information regarding GTF2IRD1 gene targets remains unknown. Analyses of *Gtf2ird1* knockout brain tissue, for example, have led to a disappointing lack of useful information [15]. Other studies have examined gene expression differences in mouse embryonic fibroblasts (MEFs) that overexpress *Gtf2ird1* [16, 17] and in a *Gtf2ird1* gene-trap mutant mouse model [3] that shows phenotypic defects that are more extreme than the *Gtf2ird1* deletion models [5, 6, 8, 14]. This is the first published report of a comprehensive RNA-Seq analysis of the transcriptome of mice deficient for *Gtf2ird1*.

In this study we have analysed lip tissue from a *Gtf2ird1* knockout mouse model in order to capture effects that are most apparent in the epidermis. Our observation that certain dysregulated genes have roles both in skin and brain development suggests that this analysis can provide insight into molecular effectors and pathways involved in WBS.

## Results

### RNA-Seq analysis shows widespread gene dysregulation in the *Gtf2ird1* KO

RNA was extracted from mouse lip tissue of three female *Gtf2ird1* knockout mice (KO) and three female wild type mice (WT). The KO mice had a distinct physical appearance with overgrowth and wrinkling of the lip tissue, consistent with the phenotype previously described [6]. The six RNA-Seq libraries were sequenced on the Illumina HiSeq2000 platform to produce over 60 million, 100 nucleotide paired-end reads per sample. Differential expression analysis was performed using the Bioconductor packages, edgeR [18] and subsequently confirmed using DESeq2 [19], as detailed in Methods. 

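Top lip tissue was taken from 3 female KO mice and 3 female WT mice, and the RNA of each mouse gave 1 paired-end mRNA library. The authors mapped the reads to GRCm38 with TopHat2 and deposited, for each gene symbol, the number of reads that HTSeq-count assigned uniquely to it, without normalization. The total counts on genes were 27811674 for WT1, 22050557 for WT2, 23415253 for WT3, 20164081 for KO1, 29491767 for KO2 and 22204515 for KO3. A count of 3 in a library, the limit that a count of 0 allows, was 0.0986 CPM in KO2 and 0.154 CPM in KO1, the lowest and highest of the 6 libraries, by edgeR's cpm function. Of 26814 gene symbols with counts, the 15009 with at least 1 CPM in at least 3 libraries were tested, after TMM normalization, with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. Values of single genes are CPM given as mean ± SD (n = 3 mice per genotype), and log2 fold changes compare the libraries labelled KO with the libraries labelled WT. Coordinates are those of a GENCODE annotation of GRCm38, the build the authors mapped to, in which 26044 of the 26814 symbols were found. The paper's text does not state whether counting used the strand of the reads, so a gene that overlaps another on the opposite strand is named with it. The targeted gene, Gtf2ird1 (chromosome 5, 134357656 to 134456716), had 78.2 CPM in WT1, 70.2 in WT2, 70.7 in WT3, 166 in KO1, 162 in KO2 and 144 in KO3. It was therefore higher, not lower, in each library labelled KO (log2 fold change 1.11, standard error 0.13, adjusted p = 0.0018), and the log2 fold change lay between 1.08 and 1.17 when each library was left out in turn. Gtf2ird1 overlaps Gm42882 on the opposite strand, and counts per gene do not separate the reads of a targeted allele from those of an intact one. Because these counts do not settle the genotype of a library, all directions here are given for libraries by their label. Its neighbours Gtf2i (log2 fold change -0.21, adjusted p = 0.327) and Gtf2ird2 (-0.21, adjusted p = 0.426, overlapping Ncf1 on the opposite strand) did not pass an adjusted p of 0.05.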

In this paper, we describe the RNA-Seq results broadly and identify differentially expressed genes with roles in normal epidermal and neurological development.

### Differential gene expression seen in both directions in the *Gtf2ird1* KO

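With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 657 genes were higher and 314 lower in the libraries labelled KO, and 4439 genes had an unadjusted p under 0.05. In each of these 971 genes the 3 KO values lay on one side of the 3 WT values, as they did in 4730 (31.5%) of all tested genes, where chance gives 10%. edgeR's exact test, which the paper's methods name, called 1165 genes higher and 1073 lower on the same counts, and 656 of the higher and 311 of the lower genes were also called by the quasi-likelihood test. In a self-test on simulated counts, 200 genes and a further set of genes were changed. The quasi-likelihood test recovered 80.5% of the 200 with 5.59% false calls, and the exact test 86.5% with 18.3%. A false share depends on how many genes truly change, and far more may change here than in the simulation. These shares therefore do not measure the false calls of either test on these libraries. KO replicate 3 decided the size of the counts. Without it, 2496 genes were higher and 2395 lower. Leaving out any other library gave between 208 and 476 genes higher and between 18 and 62 lower. With any 1 of the KO libraries left out, 142 of the 971 genes no longer passed the filter and were not tested. Genes higher in the libraries labelled KO made up 67.7% of the calls. In place of TMM normalization, DESeq2's size factors gave a share of 76.2%, library size alone 69.6% and upper-quartile normalization 60.3%.

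**Figure D1:**
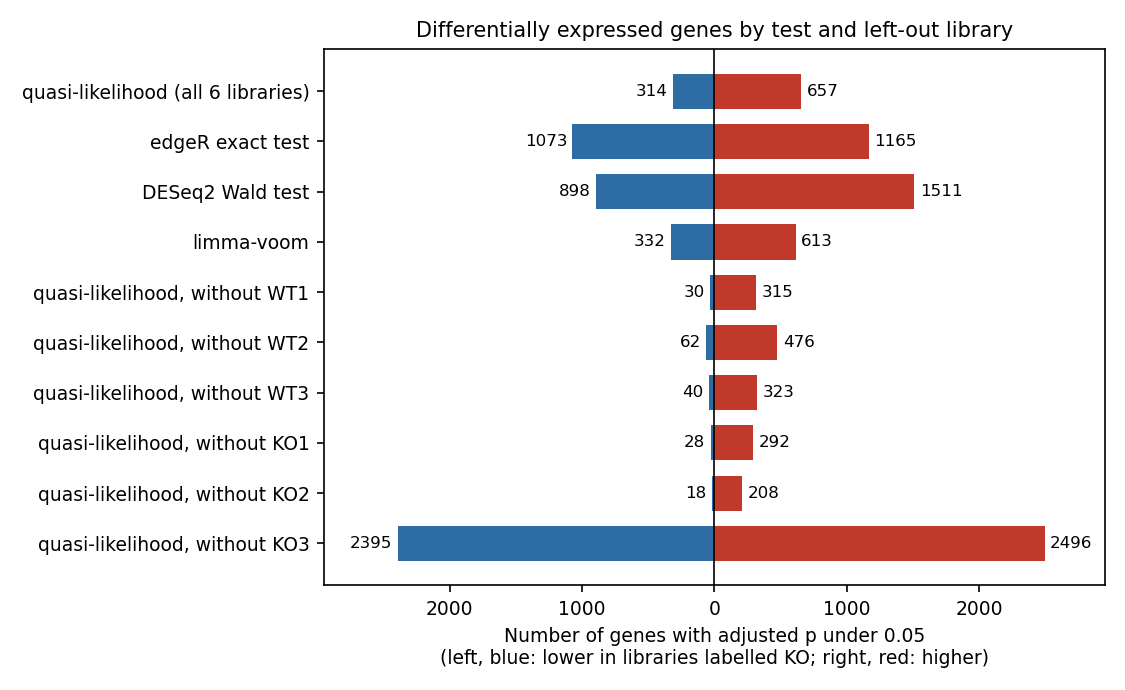
Number of genes with an adjusted p under 0.05 by test and with each library left out; bars to the right count genes higher and bars to the left genes lower in the libraries labelled KO. The fit without KO3 gives 2496 and 2395 genes, more than any other fit shown.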

Differential expression analysis of the KO and WT lip tissue with edgeR identified 1165 genes with significantly increased expression and 1073 genes with significantly decreased expression (edgeR, FDR = 0.05) (Fig. 1a, b). 

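edgeR's exact test and DESeq2's Wald test, both at an adjusted p under 0.05, were compared gene by gene. Among genes higher in the libraries labelled KO, 1135 were called by both tools, 30 by edgeR alone and 376 by DESeq2 alone, a common share of 73.7% (95% Wilson interval 71.4% to 75.8%). Among genes lower in these libraries, 828 were called by both, 245 by edgeR alone and 70 by DESeq2 alone, a common share of 72.4% (95% Wilson interval 69.8% to 75.0%). Over both directions 1963 of 2684 genes were common, or 73.1%. DESeq2 was given the counts without the filter, and across 8 versions of its settings, compared after the data had been seen, this share lay between 73.1% and 74.3%. With the quasi-likelihood test in place of the exact test, the common shares were 43.5% for higher and 35.0% for lower genes, and every gene it called was also called by DESeq2. Leaving out WT replicate 1 lowered the common share of lower genes to 48.6%.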

We found a large overlap in genes called as differentially expressed using edgeR [18] and DESeq2 [19] of all the genes found by either method, 73 % were common to both methods (Fig. 1a, b). 

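On the first dimension of the MDS plot, drawn from the 500 genes with the largest log2 fold changes between each pair of libraries, the WT libraries lay at -1.60 ± 0.06 (SD, n = 3) and the KO libraries at 1.60 ± 0.40 (SD, n = 3). The difference of 3.20 was larger than the spread within either genotype (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). This dimension held 78.0% of the variance and the second 8.28%. KO3 lay at 1.14, closer to the WT libraries than KO1 at 1.84 and KO2 at 1.82. Over the 15009 tested genes, the log2 CPM of KO3 had a Pearson correlation of 0.945 to 0.951 with the WT libraries, of 0.957 with KO1 and of 0.968 with KO2. KO1 and KO2 correlated with the WT libraries at 0.902 to 0.929; these correlations are across genes, which are not independent replicates. With genes of at least 10 counts in every library, the difference between genotypes was 2.09.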

The WT and KO conditions could be clearly distinguished using the multidimensional scaling (MDS) plot (Fig. 1c). The clear separation of the two genotypes was also evident in the heatmap showing the expression level of the top 500 differentially expressed genes (Fig. 1d). 

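In all of the 500 genes with the lowest p-values of the quasi-likelihood test, the 3 libraries labelled KO lay on one side of the 3 labelled WT. Since these genes were ranked by the difference between the same libraries, their separation is not independent evidence.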

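Ranked by the p-value of the quasi-likelihood test, 430 of the first 500 genes were higher in the libraries labelled KO, or 86% (95% Wilson interval 82.7% to 88.8%, which covers counting error only). The exact test gave 87.2% and DESeq2 gave 92.6%. The share was lowest without KO replicate 3, at 73%, and among genes with at least 10 counts in every library it was 76.2%.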

Although a similar total number of up-regulated and down-regulated genes were identified, when ordered by statistical significance (lowest FDR values) we found that the most statistically significant differentially expressed genes in the KO are up-regulated as depicted in the heatmap (Fig. 1d). The lists of up-regulated and down-regulated genes found using edgeR were sorted by statistical significance (lowest FDR) and the top 50 in the up-regulated and down-regulated groups are listed in Table 1. Details of the differentially expressed genes can be found in Additional file 1: Table S1.

**Fig. 1:**
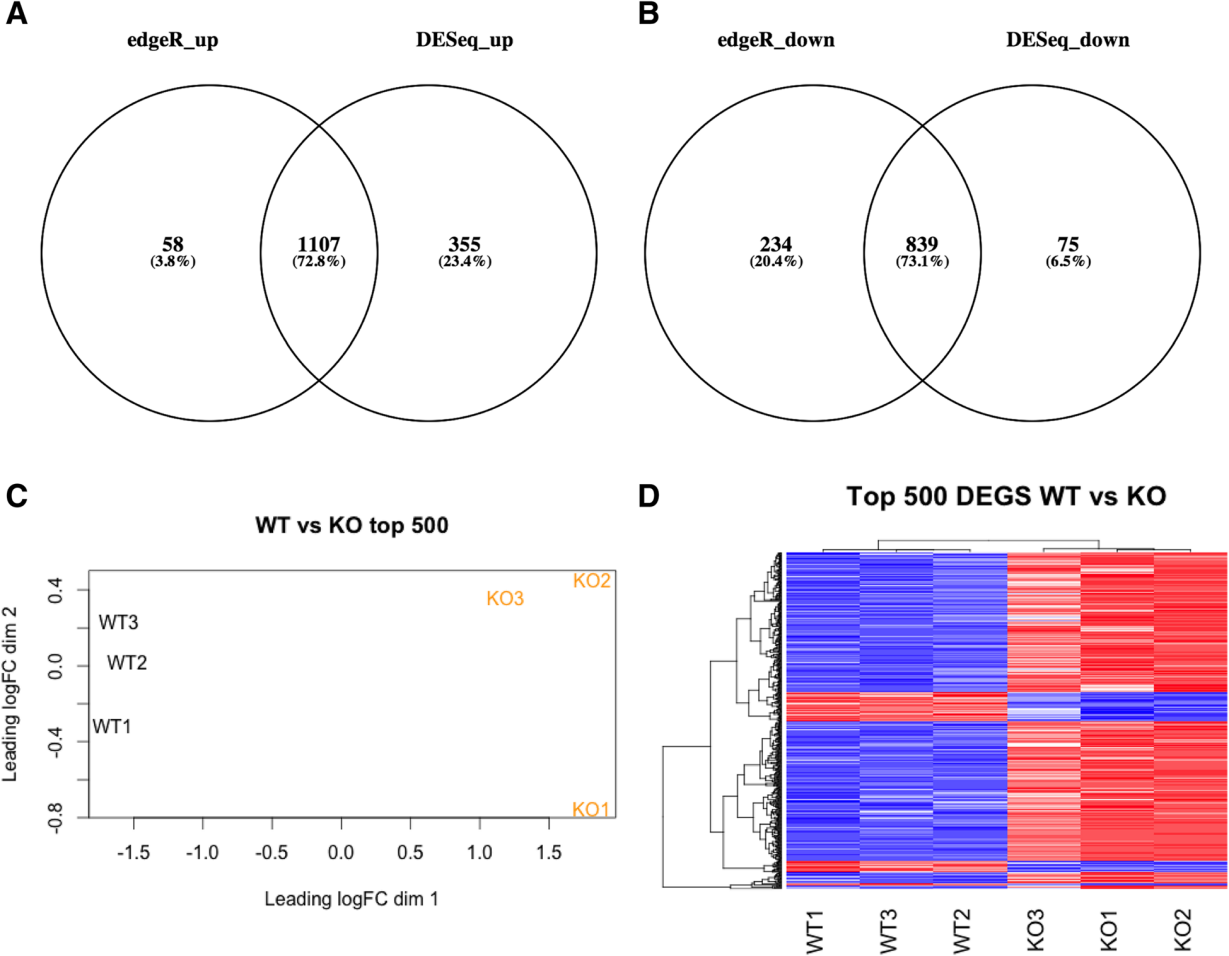
Differential expression analysis. **a, b** Venn diagrams of the sets of differentially expressed genes (DEGs) generated using different methods for analyzing differential expression. **a** Genes up-regulated in KO, and (b) genes down-regulated in KO found using edgeR and DESeq2. **c** Multidimensional scaling (MDS) plot generated using edgeR showing clustering of samples with the 3 biological replicates of WT (black) and 3 biological replicates of KO (orange). **d** Heatmap generated using heatmap.2 function of the gplots package in R of the top 500 differentially expressed genes found using edgeR, with input being the logCPM values for these genes. Blue represents lower expression, red represents higher expression

**Table 1:** Top 50 up-regulated and down-regulated genes found using edgeR

Up-regulated genes	logFC^a^	FDR^b^	Down-regulated genes	logFC^a^	FDR^b^
Slc14a2	8.39	5.0E-117	Krt2	−4.52	1.7E-57
Gm16026	10.57	8.7E-111	Acsm1	−3.35	8.8E-13
Lrrn4	9.33	8.7E-111	1100001G20Rik	−2.54	1.6E-12
Cml2	9.16	4.6E-94	F3	−1.51	2.1E-12
Sp110	7.82	7.4E-90	Tac4	−1.79	7.0E-12
Gm15753	8.36	4.0E-87	Cyp2w1	−2.50	9.6E-12
Prr18	6.13	1.4E-75	Cacng1	−1.86	6.5E-10
C130026I21Rik	9.14	2.0E-75	Ces2f	−1.99	4.8E-09
Echdc3	4.48	2.0E-66	Paqr5	−1.34	6.3E-09
AI427809	5.10	6.2E-61	Cyp2f2	−2.11	6.9E-09
Dhtkd1	4.31	2.0E-58	Gm1110	−2.87	5.0E-08
Gm7029	10.86	3.0E-58	Sebox	−2.09	9.8E-08
Gm5335	9.11	3.2E-58	Wnt7b	−1.36	1.0E-07
Ccdc60	6.30	1.5E-56	Gm26888	−2.27	2.0E-07
Apol7b	7.45	3.1E-55	Slc6a19	−1.26	2.5E-07
0610040J01Rik	4.75	5.3E-53	Ucp3	−1.67	5.0E-07
Ccser1	5.02	2.7E-52	Capn9	−2.16	9.9E-07
Gm8674	9.03	9.9E-51	Actc1	−1.74	1.5E-06
Fbxo16	5.43	1.6E-50	H19	−1.39	1.5E-06
BB557941	8.95	2.5E-50	Lypd6	−1.48	1.6E-06
Gm12114	7.01	3.2E-50	Slc46a1	−1.22	3.5E-06
Gm13191	8.71	4.6E-50	Hsd17b14	−1.35	5.6E-06
Tpo	7.68	4.6E-50	Csrp3	−1.21	6.7E-06
Gm16239	7.43	3.0E-49	Gm1078	−2.06	7.2E-06
Kcnk15	7.19	3.5E-49	Awat1	−1.09	1.4E-05
Chrm3	4.67	5.0E-49	Gm10228	−1.47	1.4E-05
Mecom	4.37	7.2E-49	Plin5	−1.57	1.5E-05
Gm7592	3.94	5.4E-48	Pdk4	−2.07	1.6E-05
Tie1	3.54	8.1E-48	Fam57b	−1.32	1.6E-05
C86695	10.24	1.5E-46	Gfra2	−1.23	1.7E-05
Dlgap2	7.01	2.9E-46	Mybph	−1.42	2.6E-05
Colgalt2	4.66	4.1E-46	Myoz2	−1.43	3.4E-05
Ush2a	7.52	2.4E-45	Fabp3	−1.13	3.4E-05
A530040E14Rik	6.04	1.0E-44	Tfr2	−1.74	3.5E-05
B3gntl1	3.71	4.4E-44	Zbtb16	−1.80	3.6E-05
Gm10653	5.36	5.3E-44	Skint10	−1.52	3.9E-05
Gm12495	8.97	5.5E-44	Mustn1	−1.18	4.5E-05
Dcc	8.26	3.8E-43	AU021092	−1.40	4.8E-05
AU019990	6.31	7.2E-42	Tspear	−1.53	4.9E-05
Gm16028	10.30	3.8E-41	Krtap20-2	−1.67	5.0E-05
Arhgap8	3.83	1.3E-38	Alox15	−2.47	5.3E-05
Oas1a	5.00	2.6E-38	Krt36	−0.95	5.4E-05
AI481877	6.11	3.1E-38	Rarres1	−1.10	5.7E-05
BC026585	3.29	6.6E-38	P2ry4	−1.22	7.1E-05
Sp140	4.27	5.1E-37	Cyp17a1	−1.82	7.7E-05
Aqp9	3.00	7.9E-37	Ankrd2	−1.49	8.1E-05
Abcb5	9.79	1.0E-36	Foxq1	−1.19	8.1E-05
Gm12724	6.50	1.7E-36	Vgll2	−1.62	8.6E-05
Defb13	7.65	1.9E-36	Gm12551	−1.16	8.8E-05
Ric3	4.41	3.2E-36	Pdlim3	−1.09	1.1E-04

^a^LogFC: fold change expressed as log base 2

^b^FDR: *p* value adjusted using Benjamini Hochberg method implemented in edgeR

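The quasi-likelihood test called all 100 genes of Table 1 in the table's direction, 50 higher and 50 lower, with the largest adjusted p at 0.0484. For 16 of the higher genes, the 3 WT libraries held at most 3 counts each, so their fold changes were computed against 3 counts in each, which the observed fold does not fall below. Dcc (chromosome 18, 71253634 to 72351069) rose from 0.0263 ± 0.0230 CPM in the WT to 9.91 ± 3.17 CPM in the libraries labelled KO, at least 80.0-fold higher (adjusted p = 9.56e-06). Defb13 (chromosome 8, 21946762 to 21948850), a member of the beta-defensin family whose near-identical copies can share reads, was at least 52.5-fold higher (adjusted p = 1.23e-05). Tie1 (chromosome 4, 118471191 to 118490061) had 34.4 ± 5.55 CPM in the WT and 401 ± 31.0 CPM in the libraries labelled KO (log2 fold change 3.54, standard error 0.17, adjusted p = 1.84e-05). Chrm3 also rose (log2 fold change 4.66, adjusted p = 3.51e-05). Among the lower genes, F3 (chromosome 3, 121723537 to 121735048) changed from 54.0 ± 1.87 to 18.9 ± 0.152 CPM (log2 fold change -1.51, standard error 0.12, adjusted p = 0.000252), and Tac4 from 19.8 ± 1.53 to 5.68 ± 0.977 CPM (log2 fold change -1.80, standard error 0.18, adjusted p = 0.00096). Acsm1 (log2 fold change -3.35), Cacng1 (-1.86), Sebox (-2.09), Capn9 (-2.16), Slc46a1 (-1.22) and Lypd6 (-1.49) had adjusted p-values from 0.00231 to 0.00956. Zbtb16 varied more between WT mice, at 32.2 ± 21.1 CPM, and its log2 fold change of -1.80 (adjusted p = 0.0442) lay between -2.13 and -1.08 with each library left out. Alox15 behaved alike, with 7.72 ± 5.84 CPM in the WT, a log2 fold change of -2.49 and an adjusted p of 0.0484, and among the fits that left out a library both genes kept their call without WT replicate 3 and without KO replicate 3 alone. Foxq1 (-1.19, overlapping A530084C06Rik on the opposite strand), Csrp3 (-1.21), Vgll2 (-1.62), Gfra2 (-1.23), P2ry4 (-1.22), Skint10 (-1.52), Cyp2f2 (-2.11, overlapping Gm15883 on the opposite strand), Gm1110 (-2.88), Actc1 (-1.74) and Pdlim3 (-1.09) fell on the log2 scale with adjusted p-values from 0.00864 to 0.0266.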

The genes listed in Table 1 have functions in transcription regulation (*Foxq1, Sebox, Csrp3, Vgll2, Zbtb16, Sp110*), signalling (*Wnt7, Chrm3, P2ry4, Arhgap8, Au021092, Lypd6, F3, Skint10, Tac4, Gfra2, Dcc, Lrrn4, Defb13, Tie1, Ush2a*), calcium binding (*Pdlim3, Acsm1, Alox15, Cacng1, Capn9, Csrp3, Cyp2f2, Gm1110, Zbtb16*), membrane transport (*Slc6a19, Slc46a1, Aqp9*), apoptosis (*Csrp3, Zbtb16, Sp110, Dcc, Actc1*), neurological processes (*Chrm3, Dcc, Gfra2, Slc6a19, Ush2a*) and development and maintenance of the stratified epidermis (*Aqp9, Krt2*).

### Several transcription factors identified in the differentially expressed genes

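All 79 genes of Table 2 were tested and had the direction the table gives. The quasi-likelihood test called 33 of them, 17 higher and 16 lower in the libraries labelled KO, at an adjusted p under 0.05 over all 15009 genes, and all 79 passed when adjusted over the list alone. The list was chosen by the study on these libraries, so the second count is not independent evidence. In 74 of the 79 genes the genotypes did not overlap; chance gives 10% of genes not chosen for a difference, so this share follows from the choice of the list. With the exact test, 79 of 79 passed. The median log2 fold change was 1.33 over the 22 genes listed as higher and -0.83 over the 57 listed as lower. With each library left out, between 10 genes (without WT replicate 1 and without KO replicate 2) and 73 genes (without KO replicate 3) passed.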

Of the genes dysregulated by the inactivation of *Gtf2ird1*, 79 are transcription factors or cofactors (Table 2), identified using MetaCore™. Gene ontology analysis of this group of genes performed using BiNGO reveals involvement in organ/tissue development (46/79), embryonic development (29/79), cell differentiation (39/79), regulation of cell proliferation (14/79) and signalling through a number of different pathways (26/79). Full details of the gene ontology analysis of the differentially expressed transcription factors is included in Additional file 2: Table S2. 

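Among 9 of the transcription factor genes linked to epithelium development, Mecom, Gli2 and Lmo4 passed an adjusted p of 0.05 in the quasi-likelihood test. Mecom (chromosome 3, 29951296 to 30548008, overlapping Mecomos on the opposite strand) rose from 2.06 ± 0.374 to 42.4 ± 9.84 CPM in the libraries labelled KO (log2 fold change 4.37, standard error 0.25, adjusted p = 4.71e-05). Gli2 fell from 45.9 ± 3.79 to 27.0 ± 5.37 CPM (log2 fold change -0.77, standard error 0.18, adjusted p = 0.0438), and Lmo4 from 88.4 ± 10.5 to 53.3 ± 9.37 CPM (log2 fold change -0.73, standard error 0.17, adjusted p = 0.0433). Sox2 (log2 fold change -1.08, adjusted p = 0.0954), Six2 (-1.13, adjusted p = 0.072) and Twist1 (-0.91, adjusted p = 0.102) were lower without passing. Id3 (-0.65, adjusted p = 0.0639) and Tbx3 (-0.66, adjusted p = 0.0673, overlapping Tbx3os1 on the opposite strand) did likewise. The exact test called all 9 genes, and so did the quasi-likelihood test without KO replicate 3, while Mecom alone was called when another library was left out. In all 9 genes the 3 KO values lay on one side of the 3 WT values.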

The transcription factors involved in epithelium development are *Sox2*, *Mecom*, *Lmo4*, *Lhx2*, *Six1*, *Six2*, *Twist1*, *Id3*, *Pitx2*, *Tbx3*, *Gli2*. 

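Among the genes linked to brain development, Lmx1a (chromosome 1, 167689237 to 167848741) rose from 0.861 ± 0.173 to 17.6 ± 6.30 CPM in the libraries labelled KO (log2 fold change 4.33, standard error 0.35, adjusted p = 0.000255). Six3 rose from 0.193 ± 0.0562 to 1.89 ± 0.728 CPM (log2 fold change 3.28, standard error 0.46, adjusted p = 0.00511), close to the filter's minimum, overlapping Gm28528 and Six3os1 on the opposite strand. Lower genes that passed an adjusted p of 0.05 were Lef1 (log2 fold change -0.98, adjusted p = 0.0387, overlapping Gm43352 on the opposite strand), Gli1 (-0.74, adjusted p = 0.0242), Lhx8 (-1.01, adjusted p = 0.0437) and Dlx2 (-0.77, adjusted p = 0.0496), which kept their call in 1 of the 6 fits that left out a library, the fit without KO replicate 3. Gli1 overlaps Arhgap9 and Gm47200 on the opposite strand. Foxc1 (-0.70, adjusted p = 0.081), Pou3f3 (-1.58, adjusted p = 0.088), Lmx1b (-1.02, adjusted p = 0.0813), Msx1 (-0.71, adjusted p = 0.0663), Msx2 (-0.92, adjusted p = 0.0532) and Pitx3 (-0.87, adjusted p = 0.0683, overlapping Elovl3 on the opposite strand) were lower without passing, and the exact test called each of them.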

A subset of these (*Sox2*, *Mecom*, *Lhx2*, *Pitx2*, *Tbx3* and *Gli2*) are also known to be involved in brain development as are the differentially expressed transcription factors *Dlx2*, *Foxc1*, *Lef1*, *Gli1, Pou3f3, Lmx1a, Six3, Lmx1b, Msx, Pitx3 and Lhx8*. Abnormalities in the abundance of these transcription factors, caused by transcriptional dysregulation, are likely to affect the expression of their target genes. This may explain the large number of differentially expressed genes identified in this study.

**Table 2:** Differentially expressed transcription factors

Gene	logFC^a^	FDR^b^	Gene	logFC^a^	FDR^b^
Ahrr	2.34	9.3E-10	Mlxipl	−0.81	1.1E-02
Arntl2	1.23	1.1E-03	Msx1	−0.71	2.7E-02
Ascl2	−1.42	5.6E-03	Msx2	−0.92	3.1E-03
Bach2	−0.64	2.5E-02	Mycn	−0.83	2.1E-02
Bcl3	0.92	1.5E-02	Myf6	−1.27	3.0E-03
Cited2	−0.61	3.4E-02	Myog	−1.11	1.7E-02
Clock	1.18	4.1E-04	Nfe2l2	1.03	2.6E-05
Creb3l1	−0.91	2.3E-02	Nfia	−0.66	1.6E-02
Dlx2	−0.77	1.9E-02	Nfic	−0.81	3.4E-02
Ebf1	−0.71	2.4E-02	Nfil3	−0.68	3.2E-02
Ehf	1.22	2.3E-03	Patz1	−0.68	3.8E-02
Esrrb	−1.59	2.1E-02	Pax7	−1.40	1.1E-02
Esrrg	−0.79	3.1E-02	Pitx2	−0.67	2.6E-02
Fosl1	1.38	6.9E-06	Pitx3	−0.87	2.8E-02
Foxc1	−0.70	2.4E-02	Pou3f3	−1.58	5.1E-03
Foxe1	−0.94	2.5E-02	Rorc	−1.26	1.1E-04
Foxl2	−1.21	2.2E-02	Scml2	1.28	7.5E-05
Foxp3	1.43	1.6E-03	Six1	−1.13	7.5E-03
Foxq1	−1.19	8.1E-05	Six2	−1.13	2.7E-02
Gli1	−0.74	4.1E-03	Six3	3.27	1.4E-09
Gli2	−0.77	6.6E-03	Smad6	−0.80	3.0E-02
Glis1	2.73	2.0E-23	Smarca5	0.77	2.2E-02
Glis2	−0.77	1.6E-02	Sox12	−0.75	2.0E-02
Hey1	−0.81	2.8E-02	Sox15	1.19	3.7E-04
Hoxc13	−0.90	9.4E-04	Sox2	−1.08	3.0E-02
Id3	−0.65	2.2E-02	Stat1	1.81	1.9E-08
Irf7	1.98	1.6E-09	Stat2	1.60	1.1E-07
Irf9	1.84	4.0E-14	Taf1	0.90	1.4E-02
Jdp2	−0.73	4.2E-02	Tbx2	−0.94	4.7E-03
Klf2	−0.84	3.0E-02	Tbx3	−0.66	2.6E-02
Klf9	−0.75	1.8E-02	Tcf7l1	−0.75	1.8E-02
Lef1	−0.98	1.5E-03	Tead2	−0.91	2.4E-03
Lhx2	−0.72	1.8E-02	Tfcp2	1.10	2.3E-05
Lhx8	−1.00	7.6E-03	Tfeb	−0.75	2.0E-02
Lmo4	−0.73	7.5E-03	Trim25	1.02	2.8E-05
Lmx1a	4.33	1.4E-29	Tsc22d3	−1.19	1.6E-02
Lmx1b	−1.02	2.4E-02	Twist1	−0.91	2.5E-02
Maf	−0.89	7.0E-04	Zbtb16	−1.80	3.6E-05
Mafa	−1.10	1.5E-02	Zfhx3	−0.74	3.0E-02
Mecom	4.37	7.2E-49			

^a^LogFC: fold change expressed as log base 2

^b^FDR: *p* value adjusted using Benjamini Hochberg method implemented in edgeR

To test if changes in transcription factor gene expression are associated with concomitant changes in the expression of their targets, we examined *Lhx2*, a gene encoding a transcription factor important for epidermal differentiation and neurogenesis [20, 21]. 

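Lhx2 (chromosome 2, 38339281 to 38369733) had 77.9 ± 11.8 CPM in the WT libraries and 47.2 ± 11.7 CPM in the libraries labelled KO. Its log2 fold change was -0.72 (standard error 0.21, adjusted p = 0.0755 from edgeR's quasi-likelihood test), a decrease of 39.3%. All 3 KO values lay below all 3 WT values (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). The exact test gave an adjusted p of 0.0179 and DESeq2 one of 0.0415, within a range of 0.0179 to 0.118 over 11 alternatives. With each library left out the log2 fold change lay between -0.85 and -0.49, and the adjusted p fell under 0.05 without KO replicate 3 alone, to 0.0349.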

We found that *Lhx2* expression is decreased by 40 % in the absence of *Gtf2ird1*. We used the MetaCore™ database (Thompson Reuters) to identify genes transcriptionally regulated by the LHX2 protein. This revealed 467 genes with known or putative binding sites for LHX2 and which are annotated as being transcriptionally regulated by *Lhx2*. We found that 363 of these were expressed in at least one of our conditions and therefore tested for differential expression. Of these, we found that 66 (18 %) are differentially regulated in this study (Table 3). 

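Table 3 lists 65 different genes, all of which were tested and had the table's direction. The quasi-likelihood test called 29 of them over all genes tested, 18 higher and 11 lower in the libraries labelled KO, and 65 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The exact test called 62, and the range with each library left out ran from 7 genes (without KO replicate 2) to 56 (without KO replicate 3). The genotypes did not overlap in 55 genes, and since the list was chosen for a difference, the 10% that chance gives is no measure for it. Over the 32 genes listed as higher the median log2 fold change was 1.39, and over the 33 listed as lower it was -0.89.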

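Each of Pdlim3, Mef2c, Aldh1a2, Ndn, Tspan12, Sobp (printed Sopb), Thbs4, Ttn, Dact1 and Lhx8 was lower in the libraries labelled KO, with log2 fold changes from -1.17 to -0.66. Pdlim3 (chromosome 8, 45885461 to 45919548) fell from 86.6 ± 12.6 to 40.8 ± 11.3 CPM (standard error 0.21, adjusted p = 0.0248). Tspan12 fell from 9.70 ± 0.886 to 5.66 ± 0.551 CPM (log2 fold change -0.77, standard error 0.17, adjusted p = 0.0381, overlapping Gm30270 on the opposite strand) and Aldh1a2 from 24.9 ± 1.79 to 14.3 ± 3.13 CPM (log2 fold change -0.80, standard error 0.19, adjusted p = 0.0478). Together with Lhx8, these made up the 4 of 10 genes that passed an adjusted p of 0.05, and in the fits that left out a library they passed without KO replicate 3 alone. The other six did not pass, with adjusted p-values of 0.0576 for Sobp, overlapping Gm29246 on the opposite strand, 0.0685 for Ttn, overlapping Gm13938 on the opposite strand, 0.0782 for Dact1, overlapping 4930474H06Rik on the opposite strand, 0.0902 for Thbs4, 0.105 for Mef2c and 0.113 for Ndn. All 10 passed in the exact test. Ttn and Pdlim3 are expressed in skeletal muscle, and the skeletal muscle markers tested as a set were lower in the libraries labelled KO.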

Of most interest are the genes transcriptionally activated by LHX2 but which are seen in this study to have decreased expression consistent with a decrease in LHX2 such as the cluster of 10 genes involved in development (*Pdlim3*, *Mef2c*, *Aldh1a2*, *Ndn*, *Tspan12*, *Sopb*, *Thbs4*, *Ttn*, *Dact1*, *Lhx8*).

**Table 3:** Downstream targets of Lhx2 found to be differentially regulated

Gene	logFC^a^	FDR^b^	#^c^	Gene	logFC^a^	FDR^b^	#^c^
Ush2a	7.52	3.90E-46	TA	Mef2c	−0.66	4.10E-02	TA
0610040J01Rik	4.75	6.90E-54	TA	Cd34	−0.71	1.90E-02	U
Sprr2d	3.47	2.20E-04	TA	Thbs4	−0.71	3.70E-02	TA
Ceacam1	3	4.90E-27	TA	Phactr1	−0.73	2.70E-02	TA
Samd12	2.56	5.90E-08	TA	6330403K07Rik	−0.75	2.50E-02	TA
Tfec	2.29	6.60E-06	TA	Tspan12	−0.77	1.60E-02	TA
Gucy1a3	2.02	1.70E-13	TA	Loxl2	−0.79	4.40E-02	TA
Hsp90aa1	1.97	6.10E-08	TA	Aldh1a2	−0.8	8.60E-03	TA
Gbp7	1.89	1.90E-07	TA	Aldh1a2	−0.8	8.60E-03	TA
Il1f9	1.76	5.30E-08	TA	Fbxo40	−0.82	2.68E-02	TA
Gbp2	1.71	1.70E-05	TA	Htra3	−0.83	1.90E-02	TA
Robo1	1.7	2.80E-16	TI	Cxcl14	−0.84	1.70E-02	TA
Iigp1	1.69	1.60E-03	TA	Slc43a1	−0.84	1.70E-02	TA
Ccl2	1.51	7.10E-07	TI	Dact1	−0.87	3.30E-02	TA
Fam171b	1.49	2.20E-06	TA	Dysf	−0.87	4.30E-03	TA
Serpinb11	1.43	3.50E-03	TA	C1qtnf9	−0.89	2.80E-02	TA
Serpinb6c	1.36	8.50E-03	TA	Ndn	−0.89	2.70E-02	TA
Scml2	1.28	5.90E-05	TA	Sobp	−0.94	7.80E-03	TA
Slc7a11	1.2	6.14E-03	TA	Krtap13-1	−0.95	8.00E-03	TA
Dsc1	1.19	4.30E-03	TA	Krtap17-1	−0.95	3.60E-03	TA
Ifi47	1.05	4.80E-02	TA	Has1	−0.96	4.40E-02	TI
Mphosph10	1.03	8.70E-03	TI	Lhx8	−1	8.90E-03	TA
Esd	1.02	9.00E-05	TA	Ranbp17	−1.01	4.20E-02	TA
Tdrd7	0.97	5.70E-04	TA	Gnb3	−1.09	4.00E-02	TA
Parp8	0.94	1.30E-04	TI	Pdlim3	−1.09	1.00E-04	TA
Itsn2	0.9	1.50E-02	TA	Krtap8-1	−1.16	6.50E-03	TA
Lce1h	0.86	3.40E-02	TA	Ttn	−1.17	4.00E-02	TA
Casp1	0.85	4.90E-02	TA	Il22ra2	−1.19	2.10E-02	TI
Cast	0.83	1.20E-02	TA	Krtap16-3	−1.19	1.70E-03	TA
Fgf1	0.79	3.90E-03	TI	Krtap14	−1.29	1.40E-03	TA
Lce1e	0.79	4.40E-02	TA	Ankrd2	−1.49	7.50E-05	U
Plxna2	0.55	4.40E-02	TA	Acsm1	−3.35	8.10E-13	TA
Cyp2d22	−0.61	3.60E-02	TA	Chi3l4	−6.56	1.96E-03	TA

^a^LogFC: fold change expressed as log base 2

^b^FDR: *p* value adjusted using Benjamini Hochberg method implemented in edgeR

^c^Mechanism by which Lhx2 acts on target gene, TA: Transcription activator, TI: Transcription inhibitor, U: unknown

### Functional analysis of all the differentially expressed genes using gene ontology analysis and gene set enrichment

In order to investigate the functional associations of the differentially expressed genes, we used the BiNGO tool available in Cytoscape to analyse all up-regulated and down-regulated genes for enrichment of biological processes. We used REVIGO to visualize the results as treemaps (Fig. 2a, b). We see different overarching functional themes emerging in the up-regulated and down-regulated genes. The up-regulated genes are highly enriched for terms involving the cell cycle, immunity and response to stimulus. 

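The ontology terms themselves were not analysed here. Instead, camera with a preset correlation of 0.01 between genes compared 32 gene sets with all other tested genes. The hedgehog list was taken from the study's supplement, and the other sets were written before the data were examined. At an adjusted p under 0.05 it called 8 sets higher and 10 lower in the libraries labelled KO. fry called 7 sets, 6 of them among those 18, and camera with a correlation estimated for each set called 0, with 2 sets at an unadjusted p under 0.05. Other splits of the 6 libraries into groups of 3 gave 4 to 17 sets with the preset correlation, and 0 called genes. Those called by both camera and fry were the proteasome subunits, aminoacyl-tRNA synthetases, Wnt ligands, defensins, interferon-stimulated genes and the hedgehog list. The 20 mitosis genes had a median log2 fold change of 0.49 (camera adjusted p = 6.73e-05), 18 of them higher in the libraries labelled KO, and 5 were called singly. The S-phase genes (median 0.24, camera adjusted p = 0.186) and DNA replication proteins (median 0.25, camera adjusted p = 0.111) did not pass. The 20 interferon-stimulated genes had a median of 2.61 (camera adjusted p = 1.43e-33, fry adjusted p = 0.0233), and 19 were called singly. Markers of T cells (median 0.57, camera adjusted p = 0.0985) and macrophages (median -0.18, camera adjusted p = 0.269) did not pass. For the defensins, 8 genes of a family that can share reads, the median was 2.47 (camera adjusted p = 2.54e-07); with each library left out it lay between 0.58 without KO1 and 3.20 without WT1. Keratinocyte markers of wounding and hyperproliferation (median 1.84, camera adjusted p = 4.51e-05), suprabasal keratinocyte markers (median 0.73, camera adjusted p = 0.00223) and the Sprr and Lce genes of the cornified envelope (median 0.81, camera adjusted p = 0.000133) were higher. Basal keratinocyte markers had a median of 0.06 (camera adjusted p = 0.594). With each library left out, the median of the Sprr and Lce genes lay between 0.37 without KO1 and 1.08 without KO3, and their score was lower in KO3 (-0.0214) than in WT1 (0.208). The medians lay between 0.09 without WT1 and 0.45 without WT2 for the S-phase genes, between 0.12 without WT1 and 0.54 without WT2 for the DNA replication proteins, between -0.43 without KO3 and -0.02 without KO1 for the macrophages and between 0.02 without KO3 and 0.15 without KO1 for the basal keratinocytes.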

The down-regulated genes are highly enriched for structural development/morphogenesis and chemical homeostasis. 

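The gene sets that camera called lower in the libraries labelled KO included keratin-associated proteins (median -1.05, adjusted p = 3.24e-12), skeletal muscle markers (median -1.01, adjusted p = 3.57e-08), hair follicle markers (median -0.68, adjusted p = 6.82e-06), dermal fibroblast markers (median -0.70, adjusted p = 0.00459) and extracellular matrix and integrin genes (median -0.38, adjusted p = 0.00174). All 19 skeletal muscle markers, all 19 hair follicle markers and all 12 dermal fibroblast markers that were tested had negative log2 fold changes, and the medians of these sets stayed negative under each scaling of the libraries. As single genes, 3 of the skeletal muscle and 3 of the hair follicle markers passed an adjusted p of 0.05, and none of the dermal fibroblast markers did. Called lower as well were adipocyte markers (median -0.75, adjusted p = 0.0287), Schwann cell markers (median -0.58, adjusted p = 0.0321) and oxidative phosphorylation subunits (median -0.38, adjusted p = 3.61e-06). None of the called sets named so far in this paragraph passed with fry (adjusted p from 0.0714 to 0.141). With camera at an estimated correlation their adjusted p ran from 0.498 to 0.602. The small p-values of camera at the preset correlation therefore do not by themselves mark an effect of genotype. Not called were sebaceous gland markers (median -0.58, adjusted p = 0.161), melanocyte markers (median -0.37, adjusted p = 0.397) and endothelial markers (median -0.22, adjusted p = 0.371). The median of the keratin-associated proteins lay between -1.35 without KO3 and -0.64 without KO1, and that of the dermal fibroblast markers between -1.12 without KO3 and -0.44 without KO1. For the other sets that moved by over 1.5 times, the medians lay between -0.83 without KO3 and -0.40 without KO1 (hair follicle), between -0.86 without WT2 and -0.47 without WT3 (adipocytes), between -0.90 without KO3 and -0.37 without KO2 (Schwann cells), between -0.54 without KO3 and -0.23 without KO2 (oxidative phosphorylation, whose score was higher in KO3 than in WT2), between -0.37 without KO3 and -0.25 without KO1 (extracellular matrix), between -0.48 without WT1 and -0.07 without WT2 (melanocytes) and between -0.50 without KO3 and -0.0045 without KO1 (endothelium).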

The ontology terms associated with down-regulated genes are also enriched for signalling, ion transport/homeostasis, and cell adhesion. Full details of the gene ontology analysis can be found in Additional file 2: Table S2.

**Fig. 2:**
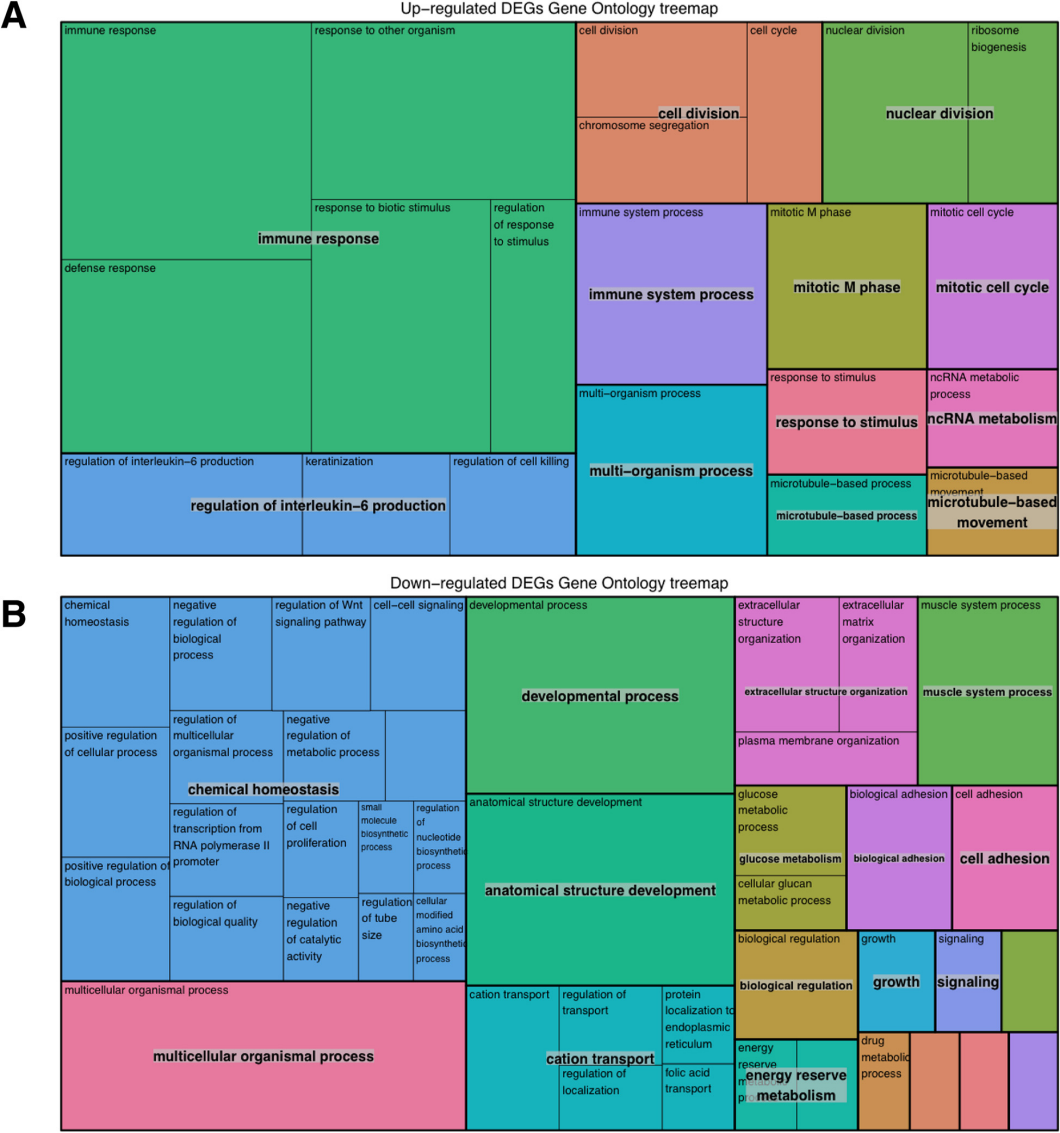
Gene ontology analysis of the up-regulated and down-regulated genes. Gene ontology analysis of the up-regulated and down-regulated genes was conducted using BiNGO. The ontology terms and associated corrected p values were passed to REVIGO which performed summarization by removal of redundant GO terms and was used to generate treemaps of the functional annotations associated with (**a**) the up-regulated and (**b**) the down-regulated genes

We carried out gene set enrichment analysis (GSEA) using the GSEAPreranked tool to identify gene sets incorporating biological processes and Kegg pathways. This produced results generally consistent with the BiNGO analysis. 

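The 20 aminoacyl-tRNA synthetase genes had a median log2 fold change of 0.46 (camera adjusted p = 5.68e-06), with 19 higher in the libraries labelled KO and 6 called singly. The 37 proteasome subunits tested had a median of 0.24 (camera adjusted p = 0.00662). Neither the 50 spliceosome proteins (median 0.10, camera adjusted p = 0.0978, fry adjusted p = 0.00957) nor the 79 cytosolic ribosomal proteins (median 0.08, camera adjusted p = 0.12) passed with camera. Their medians stayed above 0 under each scaling of the libraries, and with each library left out they lay between 0.08 without KO3 and 0.19 without KO2 for the spliceosome and between 0.006 without KO3 and 0.17 without KO2 for the ribosomal proteins. With the length trend removed, a setting added after seeing the data, both passed, the spliceosome proteins with a median of 0.17 (camera adjusted p = 0.0476) and the ribosomal proteins with one of 0.22 (camera adjusted p = 0.00204).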

RNA processing and Cell cycle processes were associated with the up-regulated genes while anatomical structure development and system development were enriched in the down-regulated genes. 

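For the hedgehog pathway, all 39 genes of the sheet in Additional file 4 were tested as a set, including those that the paper does not call. The paper reports this pathway as enriched among lower genes of these same libraries, so the test is not independent evidence. Their median log2 fold change was -0.46 (camera adjusted p = 8.6e-05, fry adjusted p = 0.0233), with 33 lower and 6 higher in the libraries labelled KO. The 13 tested Wnt ligand genes had a median of -0.64 (camera adjusted p = 0.00026, fry adjusted p = 0.0364), 12 of them lower. With each library left out, the median of the hedgehog list lay between -0.54 without KO3 and -0.31 without KO1 and that of the Wnt ligands between -0.71 without KO3 and -0.40 without KO1.

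**Figure D2:**
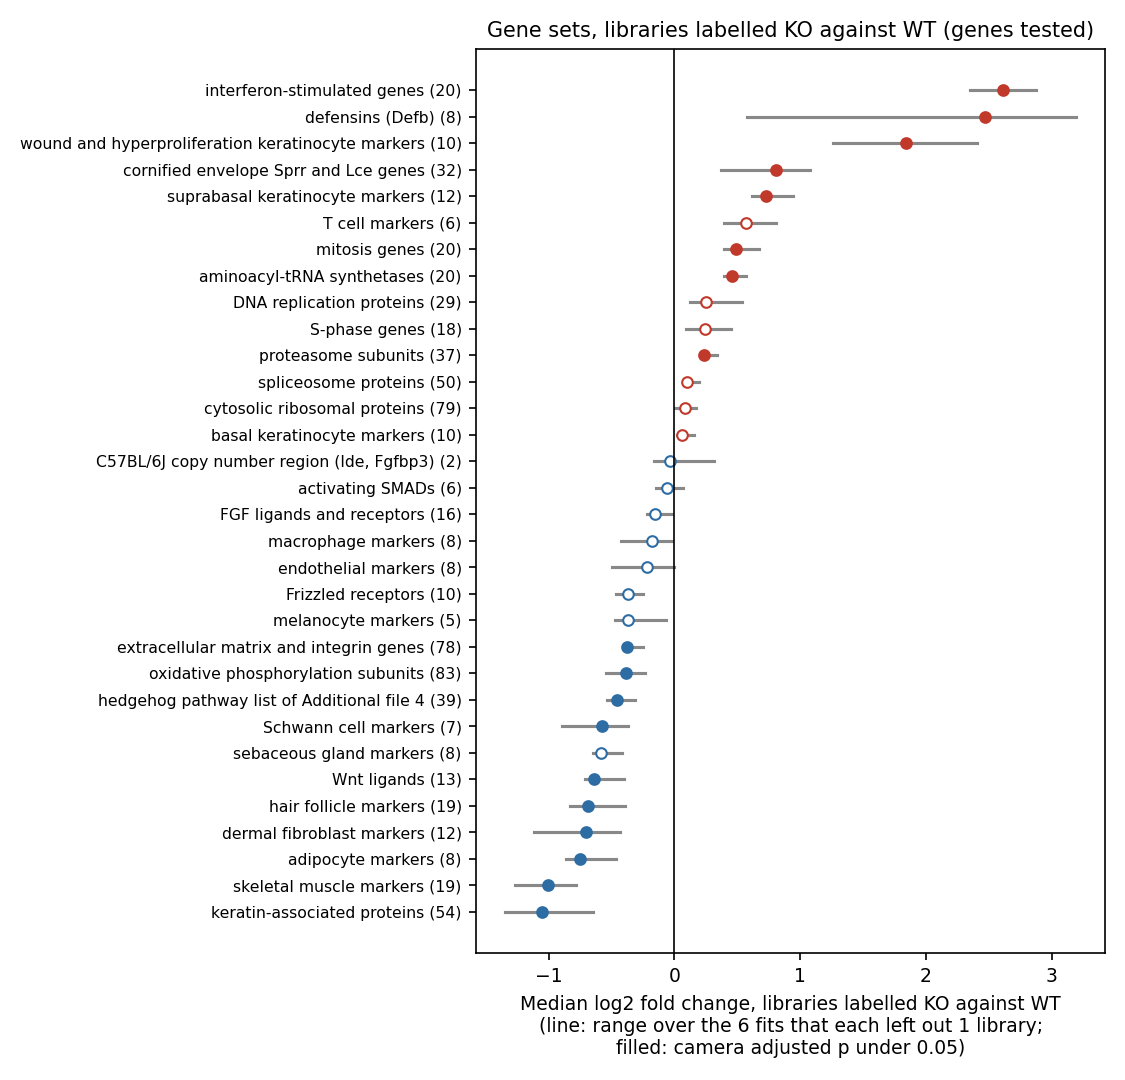
Median log2 fold change of each of the 32 gene sets, libraries labelled KO against libraries labelled WT, with the number of genes tested in brackets; lines span the 6 fits that each left out 1 library and filled points have a camera adjusted p under 0.05. The lines of the pair Ide and Fgfbp3 and of the activating SMADs cross 0.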

Enriched KEGG pathways included those involved in RNA processing and cell cycle as well as signalling pathways such as immune system signalling and development signalling pathways such as the hedgehog and Wnt pathways. The gene sets with the highest normalized enrichment scores (NES), are presented in Table 4, the full GSEA results can be found in Additional file 3 :Table S3.

**Table 4:** GSEA analysis of biological process and Kegg pathways most highly ranked gene sets

GSEA Biological process gene set (Up-regulated genes)	NES^a^	GSEA Biological process gene set (Down-regulated genes)	NES^a^
Rna_Processing	4.62	Anatomical Structure Development	−4.05
Cell Cycle Process	4.49	System Process	−3.98
Cell Cycle Go0007049	4.19	System Development	−3.72
Cell Cycle Phase	4.04	Organ Development	−3.69
M Phase	3.97	Multicellular Organismal Development	−3.39
Mitotic Cell Cycle	3.94	Cell Cell Signaling	−3.19
M Phase Of Mitotic Cel Cycle	3.81	Muscle Development	−3.18
Rna Metabolic Process	3.76	Skeletal Development	−3.15
Mrna Metabolic Process	3.66	Anatomical Structure Morphogenesis	−3.04
Dna_Metabolic_Process	3.61	Synaptic Transmission	−2.96
Mitosis	3.60	Organ Morphogenesis	−2.92
Mrna Processing Go0006397	3.39	Striated Muscle Contraction Go 0006941	−2.84
Response To Dna Damage Stimulus	3.38	Ion Transport	−2.75
Dna Repair	3.37	Transmission Of Nerve Impulse	−2.70
Chromosome Organization And Biogenesis	3.18	Amine Metabolic Process	−2.68
Ribonucleoprotein Complex Biogenesis And Assembly	3.14	Nervous System Development	−2.66
Intracellular Transport	2.99	Neurological System Process	−2.62
Translation	2.99	Generation Of Precursor Metabolites And Energy	−2.50
Rna_Splicing	2.97	Regulation Of Growth	−2.44
Nucleocytoplasmic Transport	2.96	Regulation Of Cell Growth	−2.41
Nuclear Transport	2.95	Cation Transport	−2.38
Response To Endogenous Stimulus	2.95	Nitrogen Compound Metabolic Process	−2.36
Establishment Of Cellular Localization	2.89	Metal Ion Transport	−2.29
Cell Cycle Checkpoint Go 0000075	2.89	Calcium Independent Cell Cell Adhesion	−2.26
Cellular Localization	2.85	Transforming Growth Factor Beta Receptor Signaling Pathway	−2.26
GSEA Kegg Pathways gene set	NES	GSEA Kegg Pathways gene set	NES
Kegg Spliceosome	4.06	Kegg Parkinsons Disease	−4.56
Kegg Ribosome	3.93	Kegg Oxidative Phosphorylation	−4.28
Kegg Cytosolic Dna Sensing Pathway	3.46	Kegg Alzheimers Disease	−4.07
Kegg Nod Like Receptor Signaling Pathway	3.45	Kegg Ecm Receptor Interaction	−3.73
Kegg Nucleotide Excision Repair	3.07	Kegg Basal Cell Carcinoma	−3.71
Kegg Rig I Like Receptor Signaling Pathway	2.85	Kegg Huntingtons Disease	−3.67
Kegg T Cell Receptor Signaling Pathway	2.83	Kegg Cardiac Muscle Contraction	−3.18
Kegg Cell Cycle	2.78	Kegg Melanogenesis	−3.12
Kegg Proteasome	2.74	Kegg Hedgehog Signaling Pathway	−3.07
Kegg Rna Degradation	2.68	Kegg Neuroactive Ligand Receptor Interaction	−2.85
Kegg Toll Like Receptor Signaling Pathway	2.60	Kegg Dilated Cardiomyopathy	−2.74
Kegg Aminoacyl Trna Biosynthesis	2.57	Kegg Glycosaminoglycan Biosynthesis Keratan Sulfate	−2.56
Kegg Antigen Processing And Presentation	2.38	Kegg Hypertrophic Cardiomyopathy Hcm	−2.36
Kegg Ubiquitin Mediated Proteolysis	2.35	Kegg Focal Adhesion	−2.33
Kegg Primary Immunodeficiency	2.33	Kegg Calcium Signaling Pathway	−2.28
Kegg Dna Replication	2.33	Kegg Arrhythmogenic Right Ventricular Cardiomyopathy Arvc	−2.27
Kegg Non Homologous End Joining	2.28	Kegg Ppar Signaling Pathway	−2.18
Kegg Homologous Recombination	2.15	Kegg Glycosphingolipid Biosynthesis Ganglio Series	−2.02
Kegg Basal Transcription Factors	2.15	Kegg Peroxisome	−2.01
Kegg Pyrimidine Metabolism	2.15	Kegg Glycosphingolipid Biosynthesis Lacto And Neolacto Series	−2.00
Kegg Epithelial Cell Signaling In Helicobacter Pylori Infection	2.12	Kegg Glycosaminoglycan Biosynthesis Chondroitin Sulfate	−1.98
Kegg Apoptosis	2.06	Kegg Vascular Smooth Muscle Contraction	−1.96
Kegg Mismatch Repair	2.01	Kegg Other Glycan Degradation	−1.89
Kegg One Carbon Pool By Folate	1.88	Kegg Wnt Signaling Pathway	−1.84

^a^NES: Normalised enrichment score calculated using the GSEApreranked tool

### Signalling pathways are dysregulated in *Gtf2ird1* knockout tissue

Our gene ontology analysis and gene set enrichment analysis points to the involvement of multiple signalling pathways within the broad spectrum of gene dysregulation reported in this study. Differentially expressed genes involved in these signalling pathways are detailed in Additional file 4: Table S4 (Tables S1–S7). A schematic of the primary dysregulated signalling pathways is presented in Fig. 3. 

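In the sheets of Additional file 4, the genes above the paper's FDR line were counted again with the quasi-likelihood test over all 15009 genes, in the direction the sheet gives for the libraries labelled KO. It called 11 of 17 growth factor genes, 17 of 34 cytokine genes, 12 of 26 Wnt signalling genes, 12 of 50 calcium signalling genes, 15 of 56 cell cycle genes, 7 of 12 hedgehog genes and 10 of 33 G protein-coupled receptor signalling genes. All of the listed genes had the sheet's direction, and all passed when adjusted over the list alone, which is not independent evidence because the lists were drawn from these libraries. Every gene of the 7 lists passed in the exact test. Leaving out KO replicate 3 raised the counts to 16, 27, 25, 47, 56, 12 and 33 in the same order, and the lowest counts with another library left out were 3, 4, 3, 2, 2, 0 and 2. Where 0 hedgehog genes were called, without WT replicate 1 or 3 or KO replicate 1 or 2, all 12 had an unadjusted p under 0.05.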

We see altered expression of growth factors (Additional file 4: Table S1), stimulating cytokines (Additional file 4: Table S2), Wnt signalling molecules (Additional file 4: Table S3), calcium signalling (Additional file 4: Table S4), cell cycle genes (Additional file 4: Table S5), hedgehog signalling (Additional file 4: Table S6) and G protein-coupled receptor signalling (Additional file 4: Table S7). 

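Fgfbp1 (chromosome 5, 43978858 to 43981779) rose in the libraries labelled KO with a log2 fold change of 1.63 (standard error 0.22, adjusted p = 0.00451). It was called in all 6 fits that left out a library and under all 11 other settings. Fgf1 (chromosome 18, 38838673 to 38929472) rose from 27.3 ± 2.33 to 47.2 ± 9.17 CPM (log2 fold change 0.79, standard error 0.17, adjusted p = 0.0379); its adjusted p ranged from 0.0011 to 0.0555 over 11 alternatives, and among the fits that left out a library it was called without KO replicate 3 alone.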

Notably, we see significant up-regulation of genes which stimulate growth factor signalling such as *Ngf* (nerve growth factor) and *Fgf1* (fibroblast growth factor 1) as well as genes that enhance growth factor signalling such as *Fgfbp1* (FGF-binding protein)[22]. 

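Ngfr (chromosome 11, 95568818 to 95587735) fell from 27.2 ± 6.07 CPM in the WT to 14.5 ± 1.23 CPM in the libraries labelled KO (log2 fold change -0.91, standard error 0.20, adjusted p = 0.0353). Fgfr1 (chromosome 8, 25513654 to 25575718, overlapping Gm16159 on the opposite strand) fell from 199.5 ± 19.2 to 123 ± 13.2 CPM (log2 fold change -0.70, standard error 0.14, adjusted p = 0.0288). Ngfr stayed under an adjusted p of 0.05 without WT replicate 2 and without KO replicate 3, and Fgfr1 without KO replicate 3 alone.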

While *Ngf,* and *Fgf1* have increased expression in the KO, the genes encoding their respective receptors, *Ngfr* and *Fgfr1* have decreased expression.

**Fig. 3:**
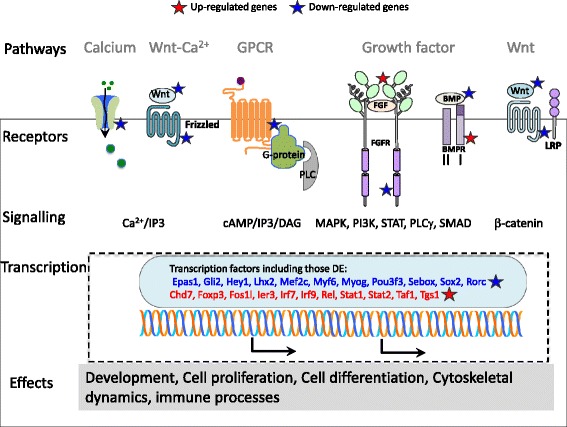
Dysregulated signalling pathways in the absence of *Gtf2ird1*. Schematic diagram indicating signalling pathways with dysregulated gene expression. Lists of differentially expressed genes appearing in the signaling pathways are included in Additional file 4: Tables S1, S3, S4, S7

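Tgfb2 (chromosome 1, 186622792 to 186705989, overlapping Gm29491 on the opposite strand) had 36.8 ± 2.29 CPM in the WT and 20.3 ± 4.26 CPM in the libraries labelled KO (log2 fold change -0.86, standard error 0.18, adjusted p = 0.0311). Bmp4 (chromosome 14, 46383520 to 46390669, overlapping Gm15217 on the opposite strand) had 40.4 ± 3.56 and 20.7 ± 6.83 CPM (log2 fold change -0.97, standard error 0.23, adjusted p = 0.0474), and Bmp6 (chromosome 13, 38345107 to 38500302, overlapping Txndc5 on the opposite strand) had 20.2 ± 2.33 and 10.8 ± 0.190 CPM (log2 fold change -0.90, standard error 0.15, adjusted p = 0.013). Tgfb2 and Bmp6 were called under all 11 alternatives and Bmp4 under 8. With each library left out, Tgfb2 and Bmp4 were called without KO replicate 3 alone, and Bmp6 also without WT replicate 2.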

We see down-regulation of members of the transforming growth factor family, *Tgfb2* and the bone morphogenetic proteins, *Bmp4* and *Bmp6*. Stimulation of the canonical pathway via TGFβ or the BMPs typically results in phosphorylation and activation of the SMAD transcription factors [23]. 

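None of Smad1, Smad2, Smad3, Smad4, Smad5 and Smad9 passed an adjusted p of 0.05 in the quasi-likelihood test. Smad2 (log2 fold change 0.39, adjusted p = 0.0902) and Smad3 (-0.49, adjusted p = 0.132) had an unadjusted p under 0.05, and in both the genotypes did not overlap. Without KO replicate 3, both passed an adjusted p of 0.05, and the 11 alternatives gave Smad2 adjusted p-values from 0.0307 to 0.16, DESeq2 alone under 0.05. Smad9 (-0.41, adjusted p = 0.29), Smad1 (-0.03, adjusted p = 0.895), Smad4 (-0.09, adjusted p = 0.684) and Smad5 (0.08, adjusted p = 0.773) had standard errors of 0.25, 0.13, 0.13 and 0.17, and the last 3 changed direction in at least 1 fit that left out a library. The set of 6 genes had a median of -0.06 (camera adjusted p = 0.775), which lay between -0.15 without KO3 and 0.07 without KO1 with each library left out.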

We find no significant change in expression of the activating SMADs. Down-regulation of *Tgfb2*, which is an inhibitor of cellular proliferation, is consistent with the other evidence of increased cell division and proliferation seen in the KO phenotype [6].

The Wnt genes*, Wnt7b, Wnt10b*, and *Wnt11* are all down-regulated in the KO. 

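Wnt7b (chromosome 15, 85535437 to 85582473, overlapping AU022754 on the opposite strand) fell from 42.0 ± 8.66 CPM in the WT to 16.3 ± 1.97 CPM in the libraries labelled KO (log2 fold change -1.36, standard error 0.19, adjusted p = 0.00444). Wnt10b (chromosome 15, 98770712 to 98778150) fell from 11.6 ± 1.01 to 7.19 ± 1.26 CPM (log2 fold change -0.69, standard error 0.18, adjusted p = 0.0638) and did not pass, although its KO values all lay under its WT values. The exact test gave Wnt10b an adjusted p of 0.0363, within a range of 0.0282 to 0.104 over 11 alternatives.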

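By the p-value of the quasi-likelihood test, Wnt7b ranked 255 of 15009 genes, Wnt11 ranked 929 and Wnt10b ranked 1239. Wnt7b was called in all 6 fits that left out a library, and Wnt11 without KO replicate 3 alone.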

The most significantly down-regulated of these is *Wnt7b*, which is active in the canonical Wnt pathway. This is followed by *Wnt11*, which activates the non-canonical Wnt-calcium pathway that affects cytoskeletal dynamics and cell adhesion [24, 25] and *Wnt10b*, known to promote the differentiation of skin epithelial cells and the development of hair follicles [26]. More generally, we find that a number of genes involved in calcium signalling are differentially expressed in the KO, as listed in Additional file 4: Table S4.

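In the calcium signalling list, 47 of 50 genes showed no overlap between genotypes, which the choice of the list on these libraries makes likely beyond the 10% that chance gives. The genes listed as lower, 39 in all, had a median log2 fold change of -1.01 in the libraries labelled KO, and the 11 listed as higher had one of 1.11.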

Increased growth factor signalling might be expected to result in increased cellular proliferation. We note that several of the up-regulated genes are involved in creating the cytoarchitecture of microtubules required for cell division during the mitotic phase of the cell cycle. For example, we see up-regulation of genes involved in cytokinesis or spindle formation and stabilization, such as *Prc1, Anln, Aspm, Cenpe, Spdl1, Kif11, and Spag5*. 

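Of these genes, Anln (chromosome 9, 22332012 to 22389188) rose from 36.5 ± 11.9 CPM in the WT to 79.3 ± 7.89 CPM in the libraries labelled KO (log2 fold change 1.12, standard error 0.22, adjusted p = 0.0277). Prc1 (chromosome 7, 80294450 to 80316259, overlapping Rccd1 on the opposite strand) rose from 25.8 ± 6.98 to 52.7 ± 5.15 CPM (log2 fold change 1.04, standard error 0.20, adjusted p = 0.0257), and Spag5 (chromosome 11, 78301529 to 78322457) from 12.8 ± 1.95 to 22.8 ± 1.68 CPM (log2 fold change 0.84, standard error 0.16, adjusted p = 0.0247). Aspm (log2 fold change 1.15, adjusted p = 0.0909), Cenpe (1.46, adjusted p = 0.0671), Spdl1 (0.96, adjusted p = 0.0774) and Kif11 (1.13, adjusted p = 0.0676) were higher without passing, and in Aspm, Cenpe and Kif11 the genotypes overlapped. The exact test called all 7, as did the quasi-likelihood test without KO replicate 3.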

We also see increased expression of genes involved in chromatin condensation and the correct segregation of chromosomes during cell division, such as *Sgol1, Smc1a, Smc2, Smc3 and Smc4*. 

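Sgol1, Smc1a, Smc2, Smc3 and Smc4 rose by between 0.89 and 1.21 on the log2 scale in the libraries labelled KO. None of the 5 passed in the quasi-likelihood test, where the adjusted p ran from 0.0537 for Smc1a to 0.0835 for Smc3, and each had an unadjusted p under 0.05. All 5 were called by the exact test, with adjusted p-values of 0.0124, 0.00347, 0.00166, 0.00889 and 0.00179, and by the quasi-likelihood test without KO replicate 3. Smc1a (chromosome X, 152016428 to 152062694) had 64.3 ± 14.9 CPM in the WT and 122 ± 28.3 CPM in the libraries labelled KO. The 56 cell cycle genes of the supplement had a median log2 fold change of 0.90. Their median gene length, all annotated exons of a gene with overlaps counted once, was 5699 bp, against 4269.5 bp over all tested genes. The log2 fold change rose with this length over all genes (Spearman rho 0.162 across 14864 genes, which are not independent replicates). With this trend removed, a setting added after seeing the data, the median of the 56 genes was 0.93.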

(Additional file 4, Table S5).

### Genes known to be regulated by GTF2IRD1 and other known interaction partners of GTF2IRD1

The large number of differentially expressed genes identified in this study contrasts with the small number of direct interaction partners of GTF2IRD1 that are currently annotated, in the MetaCore and BioGRID databases (http://thebiogrid.org). The targets listed in the MetaCore database are primarily genes thought to be transcriptionally regulated by GTF2IRD1. The interactions listed in the BioGRID database are protein targets identified by Affinity-Capture and Two-hybrid methods. Our search of the MetaCore database produced 16 interaction partners and our search of the BioGRID databases produced 13 interaction partners. Our search results can be found in Additional file 5: Table S5. We recently reported work involving an unbiased screening strategy for interaction partners of GTF2IRD1 to rectify this shortcoming [27]. Our study identified 38 novel interaction partners that are mostly involved in chromatin modification and transcriptional regulation as well as proteins associated with the primary cilium [27].

We have looked at whether any of the identified GTF2IRD1 interaction partners are differentially expressed in this RNA-Seq study, since the genes that encode these proteins may belong to a regulatory gene network that is active at the transcriptional and post-translational levels. Among the genes identified in the MetaCore™ and BioGRID databases we find decreased expression of two genes that have been implicated in transcriptional activation by GTF2IRD1, *Ccnd3* (Cyclin D3) expression is decreased by 30 % (FDR = 0.065) and *Tgfb2* (Transforming growth factor beta 2) decreased by 45 % (FDR = 0.002). 

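Ccnd3 (chromosome 17, 47505051 to 47599691, overlapping Bysl on the opposite strand) had 50.3 ± 1.75 CPM in the WT and 34.7 ± 6.69 CPM in the libraries labelled KO, a decrease of 31.0% (log2 fold change -0.54, standard error 0.16, adjusted p = 0.081). Its genotypes did not overlap, its adjusted p ranged from 0.0646 to 0.164 over 11 alternatives, and it fell under 0.05, to 0.00492, without KO replicate 3. The decrease of Tgfb2 was 44.8%.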

*Ccnd3* plays an important role in cell cycle progression and in phosphorylation of RB1. In addition to its interaction with RB1 and GTF2IRD1, CCND3 also affects other transcription factors and may have a repressive effect (for example on *Runx1* [28] and the androgen receptor [29]) or may have an activating effect such as for *Pparg* [30], *Rara* [31] and *Vdr* [32]. TGFβ2 plays a role in the process that leads to the phosphorylation of SMAD, its translocation to the nucleus and ultimately transcriptional activation [33].

Our RNA-Seq results show a significant increase in expression in the Gtf2ird1 KO of *Kpna2, Atf7ip, Parpbp* which code for proteins identified by Carmona-Mora et al. (2015)*.* We note that *Trip11* and *Alms1* are also increased but at an FDR of 0.061 and 0.065 respectively. It is interesting that each of these genes has been reported as having an association with the cell cycle. 

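Kpna2 (chromosome 11, 106988629 to 106999541) rose from 52.3 ± 10.4 CPM in the WT to 110.1 ± 19.4 CPM in the libraries labelled KO (log2 fold change 1.07, standard error 0.20, adjusted p = 0.0188). Atf7ip (chromosome 6, 136506167 to 136610862, overlapping Gm44140 on the opposite strand) rose from 110.4 ± 5.38 to 187 ± 39.5 CPM (log2 fold change 0.76, standard error 0.17, adjusted p = 0.037). Parpbp (chromosome 10, 88091432 to 88146941, overlapping Pmch on the opposite strand) rose from 3.33 ± 0.512 to 5.64 ± 0.643 CPM and did not pass (log2 fold change 0.76, standard error 0.20, adjusted p = 0.0638; adjusted p = 0.0394 from the exact test). Trip11 (log2 fold change 0.75, adjusted p = 0.157, overlapping Gm20036 on the opposite strand) and Alms1 (0.87, adjusted p = 0.157) were higher on average, with genotypes that overlapped. All 5 genes were called without KO replicate 3, and Kpna2 also without WT replicate 2.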

*Atf7ip* encodes a transcriptional coactivator or corepressor involved in cell cycle arrest [34, 35]. *Parpbp* plays a role in chromatin modulation, DNA repair and cell cycle progression [36]. KPNA2 participates in nucleocytoplasmic transport and is associated with the cell cycle and DNA repair [37]. ALMS1 has a role in the cell cycle through its involvement in formation and maintenance of cilia. TRIP11 is involved in the microtubule network and in transporting proteins to the ciliary membrane [38, 39].

### Validation of RNA-Seq results with RTqPCR

In order to verify the RNA-Seq results, we conducted RTqPCR analysis. CDNA was prepared from four lip tissue RNA samples per genotype. Transcript levels for the genes analysed were measured in comparison with the housekeeping gene *Hprt* (hypoxanthine phosphoribosyltransferase 1) as an internal reference standard, using the 2^- ΔΔCT^ method [40]. Thirteen genes found to be differentially expressed in the RNA-Seq analysis were tested: *Lrnn4*, *Sp110*, *Aqp9*, *Arhgap8*, *Lhx2*, *Stat1*, *Wnt11*, *Fzd1*, *Tgfb2*, *Fgfbp1*, *Slc6a19*, *Myf6* and *Krt2*. 

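In the 6 RNA-Seq libraries, the genotypes did not overlap in any of the 12 genes examined here, and 10 passed an adjusted p of 0.05 in the quasi-likelihood test. Lrrn4 (printed Lrnn4; chromosome 2, 132868305 to 132880891) rose from 0.139 ± 0.0368 CPM in the WT to 91.5 ± 25.4 CPM in the libraries labelled KO (log2 fold change 9.33, standard error 0.35, adjusted p = 9.56e-06). Sp110 (chromosome 1, 85576899 to 85598817, overlapping G530012D18Rik on the opposite strand) rose from 4.35 ± 1.27 to 982 ± 313 CPM (log2 fold change 7.82, standard error 0.38, adjusted p = 2.05e-05). Aqp9 (chromosome 9, 71110659 to 71168682) rose from 22.1 ± 0.935 to 177 ± 29.1 CPM (log2 fold change 3.00, standard error 0.16, adjusted p = 3.61e-05). Arhgap8 (chromosome 15, 84720052 to 84772207, overlapping Gm20556 on the opposite strand) rose from 1.20 ± 0.245 to 17.2 ± 0.477 CPM (log2 fold change 3.83, standard error 0.21, adjusted p = 3.61e-05). Fgfbp1 had 44.1 ± 13.5 CPM in the WT and 137 ± 12.0 CPM in the libraries labelled KO. Krt2 (chromosome 15, 101810689 to 101818169) fell from 2654 ± 407 to 116 ± 25.5 CPM (log2 fold change -4.52, standard error 0.25, adjusted p = 4.02e-05), and Slc6a19 (chromosome 13, 73679745 to 73704865) from 48.5 ± 8.88 to 20.2 ± 1.18 CPM (log2 fold change -1.26, standard error 0.16, adjusted p = 0.00345). Fzd1 (chromosome 5, 4753839 to 4758035) fell from 181 ± 16.9 to 112 ± 13.3 CPM (log2 fold change -0.69, standard error 0.14, adjusted p = 0.0316), and Wnt11 (chromosome 7, 98835112 to 98855195, overlapping Gm8398 on the opposite strand) from 33.5 ± 3.96 to 21.1 ± 2.58 CPM (log2 fold change -0.67, standard error 0.16, adjusted p = 0.0482). Myf6 (chromosome 10, 107492853 to 107494737) fell from 16.3 ± 3.84 to 6.79 ± 3.59 CPM and, like Lhx2, did not pass (log2 fold change -1.27, standard error 0.36, adjusted p = 0.0727).

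**Figure D3:**
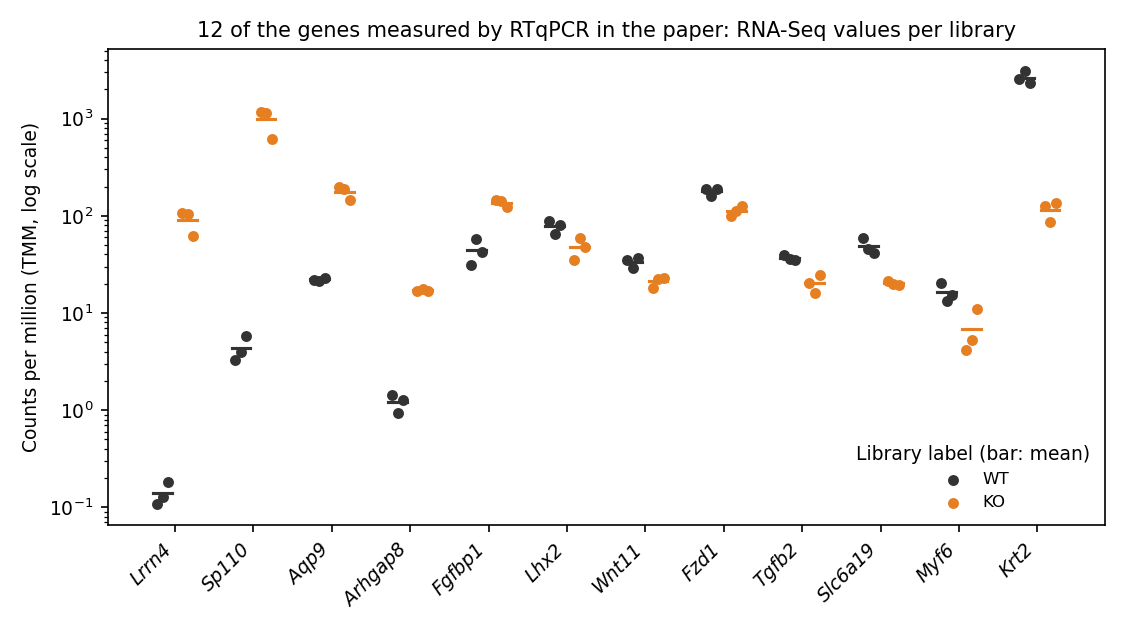
CPM of the 12 genes in each library on a log axis; points are libraries, colours their WT or KO label and bars the mean of 3. In every gene the points of one label lie on one side of the other, Krt2 falling from a mean of 2654 to 116 CPM.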

The genes tested are involved in different functional categories discussed in this paper, rather than being focused on a single pathway in an attempt to provide a broad confirmation of the RNA-Seq experiment. The results of this analysis are presented in Fig. 4 (a–c). We observed a statistically significant increase in *Fgfbp1, Arhgap8, Lrnn4, Sp110* (Fig. 4a, b) and a statistically significant decrease in *Lhx2, Stat1, Fzd1, Tgfb2, Wnt11, Slc6a19, Myf6 and Krt2* (Fig. 4c), in agreement with the RNA-Seq analysis. Comparative expression levels were calculated and the mean transcript level found in the wild type samples was set at a value of 1 in order to plot all genes on the same graph (Fig. 4a–c).

**Fig. 4:**
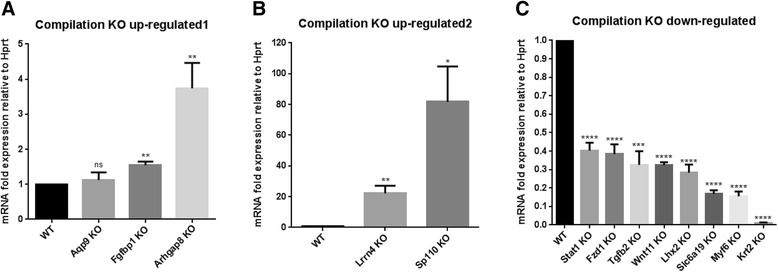
RTqPCR validation of dysregulation in 13 genes identified by RNA-Seq analysis. Fold expression change relative to the mean expression level of the wild type mice, which is set at 1 in all cases. Error bars represent SEM (*p value ≤0.05, ** *p* value ≤0.002, *** *p* value ≤ 0.001, **** *p* value ≤ 0.0001). **a** Expression of *Fgfbp1* and *Arhgap8* was elevated in KO when normalized to the WT. No statistical difference was found in *Aqp9*. **b** *Lrrn4* and *Sp110* were elevated in KO when normalized to the WT. **c** Expression of *Stat1*, *Fzd1*, *Tgfb2*, *Wnt11*, *Lhx2*, *Slc6a19*, *Myf6* and *Krt2* was decreased in KO when normalized to the WT

All of these genes tested, with the exception of *Aqp9* which had high variation in the KO samples, were found to be significantly differentially expressed in conformity with our RNA-Seq results.

## Discussion

In this work, we analysed the transcriptome of lip tissue from a *Gtf2ird1* knockout mouse line. This line was created to better understand the effect of loss of the human orthologue of this gene in WBS, which is a neurodevelopmental disorder caused by the hemizygous deletion of *GTF2IRD1* and other genes within the Williams-Beuren syndrome critical region of 7q11.23. Prior studies point to *GTF2IRD1* affecting craniofacial development, cognition and behaviour [3, 5, 6, 8].

Using RNA-Seq, we have identified a large number of up-regulated and down-regulated genes, revealing that the inactivation of *Gtf2ird1* has widespread effects. Our functional analysis indicates that these changes in gene expression may impact structural/morphological development of tissue, cellular differentiation, cellular proliferation and the immune response and that these processes may be mediated through aberrant signalling. Key molecular factors in development are transcription factors, signalling molecules and cell adhesion molecules and in this study we detect gene dysregulation in all three categories. We note overlap between the gene ontology terms highlighted in this study and those emerging from earlier microarray studies, indicating involvement of signalling, cell cycle and immune response in WBS gene dysregulation [17, 41].

Although GTF2IRD1 is known to regulate gene transcription [16, 42, 43], a relatively small number of direct targets of GTF2IRD1 have been identified to date. GTF2IRD1 has been shown to complex with the transcriptional repressor RB1, leading to the suggestion that it may be a general transcription factor, regulated through its association with RB1 and involved in cell-cycle progression [44]. RB1 controls cell cycle progression by interacting with the E2F family, preventing the cell from progressing from G1 to S phase and by attracting histone deacetylases (HDACs) to chromatin, thus suppressing DNA synthesis. It has also been demonstrated that GTF2IRD1 associates with HDAC3 and to a lesser extent with HDAC1 [45]. It has been suggested that the transcriptional activity of the GTF2I family may be modulated by the HDAC proteins during development, with this regulation being further refined by the activity of PIAS2 (an E3-type small ubiquitin-like modifier [SUMO] ligase) which associates with HDAC3 [45]. Interestingly, we do see a strong signature of dysregulation in the cell cycle with up-regulation of many genes involved in cell division and proliferation. This observation, in the absence of any change in *Rb1* expression, could be explained by a change in the post-translational modification of RB1. 

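Rb1 (chromosome 14, 73183673 to 73325822) had 49.3 ± 0.274 CPM in the WT and 51.6 ± 8.88 CPM in the libraries labelled KO (log2 fold change 0.07, standard error 0.15, adjusted p = 0.797). The genotypes overlapped, the log2 fold change lay between 0.05 and 0.21 with each library left out, and no alternative called the gene. Rb1 overlaps Lpar6 and Rcbtb2 on the opposite strand.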

In this study, we see a decrease in *Ccnd3* (FDR = 0.065) a gene that encodes a protein involved in the phosphorylation of RB1. An alternative or ancilliary explanation is that GTF2IRD1 may normally assist RB1 to find or bind to its targets and that its absence results in dysregulation of genes downstream of RB1, observed as increased cellular proliferation.

If GTF2IRD1 plays a direct role in cell proliferation through these mechanisms, one must ask why excess proliferation has not been seen in other tissues of the knockout mice where *Gtf2ird1* is normally expressed. One possible explanation is that, unlike skin, these other sites undergo terminal differentiation and are not part of a system that undergoes continuous renewal through the activity of stem/progenitor cells and are therefore not in a position to respond to the change in GTF2IRD1 status in this way.

GTF2IRD1 has previously been associated with transcriptional repression [13, 14] which predicts that the majority of direct targets would show an increase in expression in the KO. It is noteworthy that the most statistically significant differentially expressed genes identified in this study are within the up-regulated group.

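By the p-value of the quasi-likelihood test, the first 10 genes were all higher in the libraries labelled KO, and the first lower gene, Krt2, ranked 31. Slc14a2 (chromosome 18, 78146148 to 78596942) ranked 1, with 0.154 ± 0.0623 CPM in the WT and 52.1 ± 4.13 CPM in the libraries labelled KO (log2 fold change 8.39, standard error 0.25, adjusted p = 9.49e-06). It was followed by Gm5335, Gm12114 and BB557941, which held at most 3 counts in each WT library and were at least 83.7-fold, 76.2-fold and 129.7-fold higher. Gm13191 and Gm8674 were at least 63.5-fold and 79.6-fold higher, and Prr18 (log2 fold change 6.13, adjusted p = 1.03e-05) rose from 0.404 ± 0.126 to 28.2 ± 0.328 CPM. The lower genes of lowest p whose values are not given with other passages were Paqr5 (-1.34, adjusted p = 0.0013), Cyp2w1 (-2.50, adjusted p = 0.00237), Ces2f (-1.99, adjusted p = 0.00301) and Awat1 (-1.09, adjusted p = 0.00409). Across all tested genes, 168 had a log2 fold change above 3 at an adjusted p under 0.05. The paper sets the place of the higher genes at the top of the ranking beside earlier reports that GTF2IRD1 represses transcription, from which it reasons that most direct targets would rise in the KO.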

Our analysis points to dysregulation of a number of transcription factors involved in tissue development. We have drawn attention to one of these factors *Lhx2*, which may be especially relevant to WBS as it is active in tissue development and in neurological processes. LHX2 regulates hair follicle development [46] and skin repair and has been described as a central link in the genetic networks that coordinate multiple signalling pathways controlling organ development and cell fate determination [47]. LHX2 also regulates brain development [20] and is an activator of SOBP [47] which has been observed to have strikingly specific expression in the limbic system, with disruption leading to abnormal cognition and intellectual disability [48]. The putative effects of LHX2 seem highly relevant to WBS. We have therefore validated change in expression of *Lhx2* with qPCR. In addition, our RNA-Seq analysis showed corresponding expression changes in many genes normally regulated by LHX2.

The dysregulation of genes that encode signalling molecules, which ultimately impact on transcriptional regulation, would also be predicted to contribute to the large number of differentially expressed genes detected in this study. This includes factors like CCND3, which has a repressive effect on *Runx1* [28] and the androgen receptor [29] and an activating effect on *Pparg* [30], *Rara* [31], *Vdr* [32] and TGFβ2 through its actions in the SMAD pathway.

Histological analysis has revealed dysfunctions in cellular proliferation and differentiation in the skin overlying the lips in *Gtf2ird1* knockout mice [6]*.* It is possible that these dysfunctions stem from dysregulation of signalling pathways. We have found altered expression of genes involved in multiple signalling pathways including growth factor signalling, Wnt, BMP and hedgehog signalling. These pathways act in a highly coordinated manner during the development of many tissues, although the mechanisms of cross-talk are still areas of active research [49–51].

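Of the FGF ligands, receptors and binding proteins, 16 were tested, with a median log2 fold change of -0.16 in the libraries labelled KO (camera adjusted p = 0.775), 6 higher and 10 lower. With each library left out the median lay between -0.21 without KO3 and -0.02 without KO1. The quasi-likelihood test called 3 higher and 2 lower. Fgf7 (chromosome 2, 126034658 to 126091185) rose from 10.1 ± 1.90 to 30.8 ± 6.94 CPM (log2 fold change 1.60, standard error 0.22, adjusted p = 0.00473) and was called in all 6 fits that left out a library. Fgfrl1 (chromosome 5, 108692382 to 108706924) fell from 30.2 ± 3.68 to 13.6 ± 5.19 CPM (log2 fold change -1.15, standard error 0.27, adjusted p = 0.0458). Fgf13 fell from 11.8 ± 1.93 to 5.38 ± 2.12 CPM without passing (log2 fold change -1.13, standard error 0.28, adjusted p = 0.054), and the exact test gave it an adjusted p of 0.00272.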

Several members of the fibroblast growth factor (FGF) family are dysregulated (Additional file 4: Table S1). The FGFs regulate development by orchestrating mesoderm patterning in the early embryo and then guiding organ development by regulation of cell proliferation, differentiation and survival [52]. Genes from this family are expressed in keratinocytes throughout all layers of the epidermis where they stimulate skin activity including induction of the induction of keratinocyte proliferation [22].

Members of the FGF family instigate signalling though the canonical mitogen-activated protein (MAP) kinase pathway, the STAT pathway, the PI3 kinase/AKT pathway and the PLCγ pathway [53]. The MAP kinase pathway is involved in cell growth and differentiation, the PI3K pathway is implicated in cell survival and polarity control and the PLCγ pathway may be necessary for cell adhesion [54]. Therefore, the fibroblast growth factors have a wide impact on biological activities that are of direct relevance to the epidermal phenotype seen in the KO [52, 54].

Fibroblast growth factor signalling also plays a critical role in brain development. Gene inactivation studies have shown that the receptors FGFR1 and FGFR2 are necessary for brain development [55] and proper formation of the medial prefrontal cortex and its connections with the limbic circuits [56]. 

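Fgfbp3 (chromosome 19, 36917550 to 36919615) had 6.20 ± 2.88 CPM in the WT and 3.33 ± 0.548 CPM in the libraries labelled KO, a decrease of 46.4% (log2 fold change -0.90, standard error 0.33, adjusted p = 0.122). It was not called under any of 11 alternatives, whose adjusted p-values ran from 0.0562 to 0.155, nor in any fit that left out a library, and its log2 fold change lay between -1.06 and -0.46 with each library left out. The neighbouring gene Ide (chromosome 19, 37268743 to 37337852) was higher on average in the libraries labelled KO (log2 fold change 0.84, standard error 0.31, adjusted p = 0.125), with genotypes that overlapped. Ide was called higher under 2 of the 11 alternatives, among them the exact test (adjusted p = 0.0391). It was also called in 1 of the 6 fits that left out a library. The pair had a median log2 fold change of -0.03, its members going opposite ways.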

As well as seeing altered expression in *Fgf1* and *Fgfr1,* we also see a 46 % decrease in *Fgfbp3,* a gene that has been associated with the regulation of anxiety [57]. It is plausible that some of the gene expression changes seen in this study also occur when GTF2IRD1 levels are reduced in the brain, leading to dysregulation of FGF signalling and its functions in limbic system control. This could explain some of the behavioural abnormalities that are characteristic of WBS.

The interplay between FGF signalling and other signalling pathways is complex and will differ from tissue to tissue. However, it is known that the signalling pathways stimulated by the FGFs may also be stimulated by TGFβ, BMPs (the bone morphogenetic proteins) and Wnt ligands [58]. In addition to changes in FGF signalling genes, we report decreased expression of *Tgfb2*, BMPs and Wnt signalling genes in the KO.

Overall, it appears that signalling through these ligands is decreased in the absence of *Gtf2ird1*. We therefore suggest that biological outcomes such as TGFβ-induced epithelial-to-mesenchymal (EMT) transition and TGFβ-induced axonal outgrowth may be affected. The TGFβ proteins generally have an anti-proliferative effect in epithelial cells as well as regulating the immune response. Amelioration of this anti-proliferative action is consistent with the hyperproliferation of epidermal cells seen in the *Gtf2ird1* KO phenotype [6].

The Wnt signalling pathway is also involved in the same key biological processes of cellular proliferation, differentiation, adhesion and survival in a range of tissues, and plays an important role in the nervous system [49]. The Wnt proteins mediate transduction in three major pathways, the canonical Wnt/β-catenin pathway, the planar cell polarity pathway and the Wnt-calcium pathway [24]. In each of these pathways, the Wnt ligand binds to its cognate receptor, Frizzled. In this study, we find that genes encoding four of the Frizzled receptors (*Fzd1, Fzd2, Fzd5* and *Fzd9*) are significantly down-regulated in the KO. 

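Fzd2 (chromosome 11, 102604396 to 102608058) fell from 46.4 ± 10.5 CPM in the WT to 26.1 ± 6.99 CPM in the libraries labelled KO (log2 fold change -0.83, standard error 0.24, adjusted p = 0.0787), Fzd5 (chromosome 1, 64730558 to 64737751, overlapping Gm38058 on the opposite strand) from 53.9 ± 2.48 to 36.1 ± 6.54 CPM (log2 fold change -0.58, standard error 0.16, adjusted p = 0.0719), and Fzd9 (chromosome 5, 135248938 to 135251230) from 4.15 ± 1.25 to 1.45 ± 0.878 CPM (log2 fold change -1.51, standard error 0.43, adjusted p = 0.0737). These did not pass, and Fzd1 passed. All 4 passed in the exact test, and without KO replicate 3 the quasi-likelihood test did too. The 10 Frizzled receptor genes as a set had a median log2 fold change of -0.37 (camera adjusted p = 0.0744), with 8 lower, and passed with the length trend removed, a setting added after seeing the data (median -0.37, camera adjusted p = 0.0476).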

The most significantly down-regulated Wnt gene is *Wnt-7b*, which is active in the canonical Wnt pathway. This is followed by *Wnt-11*, which activates the non-canonical Wnt-calcium pathway that affects cytoskeletal dynamics and cell adhesion [24, 25], and *Wnt-10b,* known to promote the differentiation of skin epithelial cells and development of hair follicles [26]. We find decreased expression of genes in the Wnt-calcium pathway, as well as in calcium ion homeostasis. This is interesting as calcium signalling pathways are known to be key in keratinocyte proliferation, migration and differentiation [59], inflammation [60] and the nervous system [61], all relevant to the WBS phenotype.

Patients with WBS display a number of cognitive and behavioural abnormalities. In this study, we have observed that the differentially expressed genes are enriched with gene ontology terms relevant to neural processes. FGF signalling, Wnt signalling, and other forms of calcium signalling are key in a number of neural processes including neurogenesis, axon outgrowth and guidance, neuronal polarity, dendrite development, dendritic spine differentiation and synapse formation and maintenance [62]. It is interesting that the calcium regulated oxytocin receptor is down-regulated in the KO. 

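Oxtr (chromosome 6, 112473683 to 112489943) had 13.4 ± 3.38 CPM in the WT and 5.56 ± 2.78 CPM in the libraries labelled KO (log2 fold change -1.27, standard error 0.35, adjusted p = 0.0703). Its genotypes did not overlap, and it was called by the exact test (adjusted p = 0.00308), within a range of 0.00308 to 0.0875 over 11 alternatives. Among the fits that left out a library, it was called without KO replicate 3 alone.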

Dysregulation of oxytocin signalling is known to affect human behaviours involving trust and bonding [63], which may be particularly relevant to WBS [64].

It must be borne in mind that we have only tested lip tissue in this study. However, it is plausible that the mechanisms of GTF2IRD1 regulation that are disrupted here also operate in other tissue types including the brain. Microarray analysis of *Gtf2ird1* knockout brain tissue has so far failed to identify significant levels of transcriptional dysregulation [15]. However, the brain is a particularly difficult system for such investigations due to the complexity and cellular diversity; any alterations that occur within neuronal sub-populations are very hard to isolate and observe. It is useful, therefore, to generate hypotheses in proxy tissue systems, such as the lip tissue used here, and then apply these hypotheses in more specific ways to the brain.

In summary, we see widespread gene dysregulation in the lip tissue of mice in which *Gtf2ird1* has been inactivated. We suggest that the loss of GTF2IRD1 has a direct effect on the expression of some genes, as well as altering the transcriptional control of other genes through the disruption of downstream transcription factors and signalling pathways. The combined effect leads to widespread gene dysregulation affecting multiple developmental mechanisms.

## Conclusions

We have demonstrated that RNA-Seq is a powerful method for investigating global transciptomic changes resulting from *Gtf2ird1* inactivation. This analysis directs our attention to mechanisms at play in neurodevelopmental conditions such as WBS, which involves the hemizygous deletion of *GTF2IRD1* as well as other genes. Overall, we see widespread changes in expression of genes involved in tissue development and functional maintenance. This is evident in the samples of epidermal tissue analysed in this experiment but also has implications in other tissue such as the brain. Several of the genes found to be dysregulated play fundamental roles in a range of tissues including the brain and may be highly relevant to WBS. While the genes found to be dysregulated help to elucidate the processes involved in WBS, we are some way from understanding the mechanism by which GTF2IRD1 brings about these changes in gene expression. It is possible that GTF2IRD1 engages in multiple interactions with other nuclear factors and the complexes that are formed become located at a variety of genomic loci in order to regulate transcription. If the primary targets of GTF2IRD1 are other transcription factors and genes involved in signalling pathways, this could account for the broad gene dysregulation seen in this study. A clearer understanding of GTF2IRD1 function should, therefore, emerge from studies aimed at identifying protein-protein interactions, transcriptomics in a variety of tissues and assays designed to identify direct gene targets.

## Methods

### Animals

*Gtf2ird1*^*tm1Hrd*^ mice, referred to as knockout (KO) mice, were described previously [6]. The mutation has been maintained on a C57BL/6 J background for greater than 20 generations and the experiments involved use of mice on this background. All experimental procedures were approved by the Animal Care and Ethics Committee at UNSW Australia. The mice used in the RNA-Seq and qPCR experiments were all adult females (2–6 months).

### Tissue preparation

After mouse euthanasia by cervical dislocation, lip tissue from KO and WT mice were carefully cleaned with 75 % ethanol and DEPC-treated water. The top lip was then dissected and immediately immersed in 2 mL of cold TRI-reagent (Sigma). Lip tissues were homogenised until fully dissociated (approximately 30 s) using a T10 Ultra-Turrax homogeniser (Themo-Fisher Scientific) for subsequent RNA extraction. Tail biopsies were collected to confirm that the genotyping results established at 3 weeks old were correct.

### Total RNA extraction

RNA was extracted from the dissected mouse tissues using TRI-reagent (Sigma), following the manufacturer’s instructions, which included a chloroform phase separation and ethanol precipitation. RNA was resuspended in 70 μL of RNase-free water. RNA samples were assessed for quantity and quality using a NanoDrop UV spectrophotometer (Thermo Fisher Scientific Inc), conventional RNA electrophoresis and using a Bioanalyser (Agilent Technology Inc). All RNA integrity numbers (RIN) for the analysed samples ranged from 9 to 9.5

### Transcriptome sequencing

RNA extracted from 3 WT mice and 3 KO mice was used to prepare six mRNA libraries following the standard Illumina protocol. The six RNA-seq libraries were sequenced on the Illumina HiSeq2000 platform at the Ramaciotti Centre for Genomics UNSW, to produce over 60 million, 100 nucleotide paired-end reads per sample (Reads 1 and 2).

### Mapping RNA-Seq reads

The reads were mapped to the Ensembl *Mus musculus* genome (GRCm38) provided by Illumina iGenomes (downloaded from cufflinks.cbcb.umd.edu/igenomes.html). Mapping was performed with Tophat2 (v 2.0.8) [65] calling Bowtie2 (v 2.1.0) [66] using the default settings.

HTSeq-count (Python package HTSeq, python v 2.7.3) was used to generate counts of reads uniquely mapped to annotated genes using the GRCm38 annotation gtf file. HTSeq-count produced over 20 M uniquely aligned reads per sample (WT1 = 27811674, WT2 = 22050557, WT3 = 23415253, KO1 = 20164081, KO2 = 29491767, KO3 = 22204515). 26814 genomic features were counted with at least one read.

### Differential gene expression analysis

We performed differential expression analysis using the count based method, edgeR (v 3.8.6) [18] and we confirmed these results using DESeq2 (v 1.6.3) [19], both tools are available as Bioconductor packages. Tables of raw counts generated using HTSeq-count (described above) were used as input in both analyses.

In the edgeR analysis, low count transcripts were excluded and only those genes with at least 1 count per million (cpm) in at least 3 samples were used for analysis. A normalization factor was calculated using the trimmed mean of M values (TMM) method [67] and the dispersion parameter for each gene was estimated using the quantile-adjusted conditional maximum likelihood (qCML) method, appropriated for experiments with a single factor. The functions estimateCommonDisp() and estimateTagwiseDisp() were used to estimate dispersion. Following this we tested for differential expression using the exact test based on qCML methods. The Benjamini-Hochberg correction was used with a false discovery cut-off of 0.1.

DESeq2 uses a generalised linear model (GLM) to assess differential expression. Dispersions were estimated using a Cox-Reid adjusted profile likelihood and the Wald test for significance of GLM was used. Automatic filtering is incorporated to exclude low abundance genes in the testing process.

### Functional analysis

We used the BiNGO plug-in to Cytoscape [68] to investigate the functional associations of genes found to be either down-regulated or up-regulated. As background we used the set of 14,526 genes used in our differential expression analysis. Of these, 13,376 genes were used in the gene ontology analysis. The Gene Ontology (GO) terms in the category Biological Process were tested for overrepresentation using the hypergeometric test and p values were corrected using the Benjamini & Hochberg FDR correction. Enriched GO were selected using a corrected p value of 0.01.

We used the REVIGO tool [69] to visualize the gene ontology terms associated with the differentially expressed genes.

We used the GseaPrePranked tool to indentify the enriched gene sets in c5.bp.v5.1.symbols.gmt of MSigDB (biological process) and in c2.cp.kegg.v5.1.symbols.gmt of MSigDB (Kegg pathways) with a permutation of 1000. An FDR q-value were of 0.05 was adopted [70].

We used MetaCore™ from Thomson Reuters to interrogate the list of differentially expressed genes for associated transcription factor factors. This allowed us to identify 78 transcription factors which are differentially expressed. MetaCore™ comprises a suite of software and an extensive database, which contains manually curated information on proteins, genes, complexes, metabolites, RNA and DNA and their interactions gleaned from the published literature. We also used MetaCore™ to find interaction partners of genes of interest.

We used BiNGO to obtain gene ontology terms associated with the differentially expressed transcription factors.

### Validation with RTqPCR

#### Reverse transcription

First-strand cDNA synthesis was carried out using the SuperScript® III Reverse Transcriptase (Invitrogen™), with Random Hexamer Primer (Thermo Scientific™) using 1 μg of total RNA as template, according to the manufacturer’s instructions.

### Quantitative real time-PCR

CDNA was prepared from four lip tissue RNA samples per genotype (4 adult WT mice and 4 adult KO mice).

Small samples of the cDNA (1–2 % of the total) were used as a template for quantitative PCR (qPCR) using the Fast SYBR® Green Master Mix (Applied Biosystems™). Reactions were set up to a total volume of 10 μL according to the product protocol and performed on the Stratagene MX3005P qPCR system (Agilent Technologies). Each reaction was set up in triplicate for the target gene under test. Triplicate reactions were also set up with an identical amount of template using primers designed against mouse *Hprt* (hypoxanthine phosphoribosyltransferase 1) as a housekeeping gene reference standard (see Additional file 6 for primer sequences).

For all RTqPCR assays, the efficiency of the different primer sets was tested by establishing a standard curve using serial dilutions of a cDNA pool made by combining samples of all the templates used in each experiment. MxPro QPCR Software was used to analyse the dissociation and amplification curves of every experiment and to obtain the threshold cycle values (Ct). Data were then analysed using Microsoft Excel for quantitation of target gene relative to the reference standard using the 2^- ΔΔCT^ method [40]. *T*-test analyses were performed on the 2^- ΔΔCT^ values for the two groups of samples.

## Additional files

Additional file 1: S1. Differentially expressed genes found by edgeR. This file contains the analysis results for all genes tested by edgeR. (XLSX 1794 kb) Additional file 2: Table S2. Gene ontology analysis performed with the BiNGO plug-in to Cytoscape. The lists of up-regulated and down-regulated genes were analysed for enrichment of gene ontology terms using BiNGO. The results are presented in this file. The results of gene ontology analysis for the DE transcription factors are also in this file. (XLSX 154 kb) Additional file 3: Table S3. Gene set enrichment analysis using the GSEApreranked tool. The full results of the GSEA analysis for biological process and Kegg pathways are in this file. (XLSX 96 kb) Additional file 4: Table S4. (Tables S1–S7) Categorisation of Subsets of differentially expressed genes. This file includes tables of genes found to be differentially expressed which are involved in growth factor signalling (Table S1), cytokine signalling (Table S2), Wnt signalling (Table S3), Calcium signalling (Table S4), Cell cycle (Table S5), Hedgehog signalling (Table S6) and G protein-coupled signalling (Table S7). (XLSX 89 kb) Additional file 5: Table S5. Searches for GTF2IRD1 interaction partners in the BioGRID and MetaCore databases. (XLSX 51 kb) Additional file 6: Table S6. Primers used in RTqPCR validation.

How the deposited data were processed for this re-analysis (not part of the article)

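The data are counts of RNA-Seq reads per gene from top lip tissue of adult female mice, 3 KO and 3 WT, with 1 library per mouse. The authors mapped paired-end reads to GRCm38 with TopHat2 and Bowtie2 at default settings, and the deposited values are the counts that HTSeq-count assigned uniquely to each annotated gene. The values are whole numbers without normalization. All 6 libraries were used, 0 columns were left unused, and 0 entries named no gene. The counting mode and strand setting are not stated in the paper's text.

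The count file held 26814 gene symbols. Genes with at least 1 CPM in at least 3 libraries were tested, which left 15009 genes and 99.8% of the counts of each library. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for figures. Libraries were scaled by TMM factors, dispersions were estimated with estimateDisp, and the genotypes were compared with glmQLFit (legacy=FALSE) and glmQLFTest. The setting legacy=FALSE is not one the paper names, and the older fit was one of the alternatives. Adjusted p-values are those of Benjamini and Hochberg over all tested genes, with a threshold of 0.05. Directions compare the libraries labelled KO with those labelled WT. Standard errors of log2 fold changes come from the fit across genes, and the limits for low counts, based on 3 counts in a library, cover counting error only. Where all WT libraries held at most 3 counts, a fold change is given against 3 counts in each, as a lower bound of the observed fold.

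The alternatives, 11 besides the left-out libraries, were edgeR's exact test, DESeq2's Wald test, limma-voom, the older quasi-likelihood fit, robust empirical Bayes estimation, DESeq2's size factors, library size alone, upper-quartile normalization, no filter, a filter of at least 10 counts in every library, and a block for replicate number. An adjusted p under 0.1 was tried as well, and each of the 6 libraries was left out in turn. After the data had been seen, a fit with the trend on gene length removed (lowess span 0.3) and 8 versions of DESeq2's settings for the overlap of the tools were added. Gene length was that of all annotated exons of a gene, with overlaps counted once, and not that of a single transcript. The MDS plot used the 500 top genes.

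Gene sets, 32 in all, were tested with camera at a correlation of 0.01, with fry and with camera at an estimated correlation. The lists of the paper's tables and of Additional file 4 were tested over all genes and over the list alone. The genes named singly follow a rule set with the design: Gtf2ird1, Gtf2i and Gtf2ird2, genes the paper names as far as a passage needs them, the 10 with the lowest p in each direction among called genes without overlap between genotypes, and members of the gene sets. Positions and overlaps come from a GENCODE annotation of GRCm38, in which 26044 symbols were found. The whole procedure was tested on simulated data in which 200 genes and a further set of genes were changed. The ontology and pathway tools of the paper, the RTqPCR values and the heatmap were not analysed here.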

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

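The tests of possible explanations in this part were chosen after the results were seen. The fit for Gtf2ird1, the gene set tests and the fits that left out a library were set with the design. The first result is the targeted gene. Gtf2ird1 was higher in the libraries labelled KO, with a log2 fold change of 1.11. An exchange of the KO and WT labels of the sequenced libraries alone would reverse the other genes too, and was excluded: of 12 genes with a significant RTqPCR change in the paper, 11 went the same way in these libraries. The paper does not state whether the RTqPCR used the same mice, so these directions cannot exclude an exchange shared by both. The paper's other evidence speaks against an exchange of mice. It reports tail biopsies taken to check the genotypes, and overgrown, wrinkled lips in the KO mice. The paper's introduction states that GTF2IRD1 binds its own promoter, so loss of this control could raise transcripts of the targeted allele; the log2 fold change of 1.11 does not test this, because counts per gene do not show which exons were read.

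The second result is the interferon-stimulated genes, of which 19 of 20 were called higher. Ifit2 was the exception. More macrophages or T cells in the tissue pieces may raise such genes. If these cells carried the transcripts themselves, their own markers would rise at least as much as the set. The median of the set was 2.61 (2.35 to 2.88 with each library left out). The highest of the 8 macrophage markers had a log2 fold change of 0.049, 2 of them being higher and 6 lower. The highest of the 6 T cell markers, all of them higher with a median of 0.57, had one of 1.01. Transcripts carried by either cell type alone were therefore excluded as the whole cause. Whether such cells raised these genes in other cells was not tested. Other immune cells were not tested. A bias towards genes with long exon sequence was excluded, since with the length trend removed the median of the set was 2.59. Per library, the score of the set was -1.56 in WT1, -1.24 in WT2, -1.37 in WT3, 0.675 in KO1, 1.84 in KO2 and 1.66 in KO3. The camera test with a correlation estimated from these libraries gave an adjusted p of 0.39.

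The third result is a group of 49 genes that held at most 3 counts in every WT library and were called higher in the libraries labelled KO. Against 3 counts in each WT library, which gives a lower bound of the observed fold, they ran from 14.5-fold to 191-fold with a median of 36.4-fold, and 26 of them are protein coding. A lower depth of the WT libraries was excluded, since the ratio of mean total counts, KO to WT, was 0.981. The genes lie on 17 chromosomes. Many are pseudogenes or members of families with similar copies, for which reads shared between copies were not tested.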

How the results depend on the processing

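The fit with the length trend removed was chosen after the data were seen; the other settings were fixed with the design. The cause of each change was not tested unless it follows from the setting.

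The counts of called genes moved with the test. Genes higher and lower numbered 1165 and 1073 with edgeR's exact test, 1511 and 898 with DESeq2, and 1248 and 1281 at an adjusted p under 0.1. Lower genes numbered 207 with DESeq2's size factors, 204 without a filter and 204 with at least 10 counts in every library. Across the fits that each left out 1 library, higher genes ran from 208 to 2496 and lower genes from 18 to 2395.

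With the exact test, DESeq2 and an adjusted p under 0.1, in that order, the lists had these calls: 79, 64 and 73 genes of Table 2; 62, 52 and 57 of Table 3; 17, 14 and 16 growth factor genes; 34, 29 and 31 cytokine genes; 26, 20 and 25 Wnt genes; 50, 44 and 44 calcium signalling genes; 56, 56 and 47 cell cycle genes; 12, 12 and 12 hedgehog genes; 33, 24 and 30 G protein-coupled receptor genes. Without a filter there were 29 cell cycle genes, 6 receptor genes and 3 hedgehog genes. Hedgehog genes numbered 4 with DESeq2's size factors, 4 with library size alone and 4 with at least 10 counts in every library. Across the fits that left out 1 library the lists ran, in the order above, from 10 to 73, 7 to 56, 3 to 16, 4 to 27, 3 to 25, 2 to 47, 2 to 56, 0 to 12 and 2 to 33.

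The share of higher genes among the first 500 was 92.6% with DESeq2, 89.2% with DESeq2's size factors, 93.6% without a filter, 76.2% with at least 10 counts in every library, 89.4% with the length trend removed, and 73% to 89% with a library left out. The share common to edgeR and DESeq2 was 43.5% for higher and 35.0% for lower genes with the quasi-likelihood test, and 79.5% for lower genes at an adjusted p under 0.1. It ran from 65.2% to 80.9% for higher and from 48.6% to 82.95% for lower genes with a library left out.

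Lhx2 passed the threshold with the exact test (-0.72) and DESeq2 (-0.67), and ran from -0.85 to -0.49 with a library left out. Gtf2ird1 ran from 1.08 to 1.17. Gene sets called numbered 7 with fry, 0 with an estimated correlation, and 17 to 21 with a library left out. The separation on the first MDS dimension was 2.09 with at least 10 counts in every library and ran from 2.02 to 3.26 with a library left out.

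Directions changed for values near 0. Smad1 was 0.0131 with DESeq2 and 0.0224 without a filter, and ran from -0.122 to 0.103 with a library left out, above 0 without KO replicate 1 and without KO replicate 2 (0.0462). Smad4 ran from -0.170 to 0.0371, above 0 without KO replicate 1 alone. Smad5 ran from -0.0495 to 0.31, below 0 without WT replicate 3 alone. The median of Ide and Fgfbp3 was 0.0136 without a filter and 0.00707 with the length trend removed, and ran from -0.165 to 0.315, above 0 without WT replicate 3, KO replicate 2 (0.0807) and KO replicate 3 (0.0665). The SMAD median ran from -0.146 to 0.0698, above 0 without KO replicate 1 and KO replicate 2 (0.0199).

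Of 2130 results for 122 single genes, 1796 stayed the same, 209 were weaker, 119 stronger and 6 reversed, and a further 66 could not be tested. Of 512 medians of gene sets, 471 stayed the same, 5 were weaker, 29 stronger and 7 reversed. With a block for replicate number, 580 genes were higher and 217 lower. Deviations of the same replicate number correlated at -0.191, 0.287 and 0.307 over genes, and the libraries were treated as unpaired.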

Differences from the paper's values

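No test in this part was chosen after the result was seen; the alternatives named were set before the data were examined. A setting is said to close a gap where its value lies within 1.5 times the paper's, which need not mean that they match. The paper gives 1165 genes higher and 1073 lower, and the quasi-likelihood test gave 657 and 314. The exact test closed the gap, with 1165 and 1073, and DESeq2 gave 1511 and 898. An adjusted p under 0.1 gave 1248 and 1281. Without a filter, 915 genes were higher, within 1.5 times the paper's number, while 204 were lower. The other normalizations, tests and filters did not close it, and neither did leaving out a library.

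For the lists, the paper's counts come first and those found here second. They were 79 and 33 for Table 2, the paper's 66 genes and 29 here for Table 3, 17 and 11 for growth factor genes, 34 and 17 for cytokine genes, 26 and 12 for Wnt genes, 50 and 12 for calcium signalling genes, 56 and 15 for cell cycle genes, 12 and 7 for hedgehog genes, and 33 and 10 for G protein-coupled receptor genes. The exact test, DESeq2, an adjusted p under 0.1 and the fit without KO replicate 3 closed these gaps. For growth factor genes limma-voom and upper-quartile normalization, with 12 each, closed it too. Table 3 names 65 different genes.

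The paper gives Tgfb2 an adjusted p of 0.002, and here it was 0.0311; the exact test (0.00218), DESeq2 (0.00178) and the fit without KO replicate 3 (0.00228) closed the gap. For Trip11 the paper gives 0.061, against 0.157 here and 0.0617 with the exact test. For Alms1 it gives 0.065, against 0.157 here and 0.0648 with the exact test. DESeq2 gave 0.0706 and 0.0663 for these genes. The remaining alternatives did not close these gaps.

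The paper calls genes that did not pass here. The exact test called 62 of the 65 genes of Table 3 and each gene given in this paragraph with an adjusted p. Among these Lhx2 had an adjusted p of 0.0755, Wnt10b 0.0638, Oxtr 0.0703, Fzd2 0.0787, Fzd5 0.0719, Fzd9 0.0737, Myf6 0.0727, Parpbp 0.0638, Cenpe 0.0671, Aspm 0.0909, Kif11 0.0676, Spdl1 0.0774, Smc1a 0.0537, Smc2 0.0662, Smc3 0.0835, Smc4 0.0690 and Sgol1 0.0594. Of the transcription factors, Lhx2 targets and FGF genes that the paper names, the values were Sox2 0.0954, Six2 0.072, Twist1 0.102, Id3 0.0639, Tbx3 0.0673, Mef2c 0.105, Ndn 0.113, Sobp 0.0576, Thbs4 0.0902, Ttn 0.0685, Dact1 0.0782, Foxc1 0.081, Lmx1b 0.0813, Msx1 0.0663, Msx2 0.0532, Pitx3 0.0683, Pou3f3 0.088 and Fgf13 0.054. The paper's methods name an FDR of 0.1 and its results one of 0.05. The paper describes the mice as lacking GTF2IRD1, and Gtf2ird1 transcripts had a log2 fold change of 1.11.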

Other observations

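The tests on the fall of the skeletal muscle markers, Ide, chromosome 5, the short and long mitosis genes and the splits for called genes were set before the results were seen, and the other tests in this part, among them those on the hair follicle markers and with the length trend removed, were chosen afterwards.

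KO3 lay between the other KO libraries and the WT libraries. A mixture of WT RNA into KO3 might place it there, and would lower all genes that are silent in the WT by the same share. Over the 49 genes with at most 3 counts in every WT library, the median ratio of KO3 to the mean of KO1 and KO2 was 0.545, with quartiles of 0.377 and 0.785 and a range from 0.247 to 1.31. The share of WT RNA needed was 45.5% for these genes, 33.2% for all higher genes and 19.5% for all lower genes. For the interferon-stimulated genes the ratio was 1.33. In genes called without KO3, those with a log2 fold change of 1 to 1.5 in either direction needed 86.1% if higher and 51.6% if lower, a difference of 34.5 percentage points (26.2 to 37.9 under the 4 scalings). Those above 2 needed 47.9% if higher, and those below -2 needed 22.1% if lower. A mixture alone needs one share, so these values argue against it. They come from 1 library, however, and in the 47 such genes with a WT mean under 10% of that of KO1 and KO2, the SD of the log2 ratio was 0.855 for KO3 against the other 2 and 1.02 for KO1 against KO2. A mixture and a difference between mice cannot be told apart with these counts.

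Skeletal muscle, hair follicle and dermal fibroblast genes were lower in the libraries labelled KO. A smaller share of skeletal muscle in the tissue pieces may lower muscle genes, and their median of -1.01 fits this, but it was excluded as the whole cause because the hair follicle markers had a median of -0.683 (-0.40 without KO1). A larger share of epidermis might lower muscle and endothelial markers alike. The score of muscle minus endothelial markers changed by -0.69 without Tie1, a marker with a very large increase, and by -1.18 with it. The two-sided exact permutation p was 0.1 without Tie1, the smallest that 3 against 3 allow. The endothelial score without Tie1 changed by -0.34 (two-sided exact permutation p = 0.3). An equal fall of both tissues was assumed and not tested, so a larger share of epidermis was not excluded. The other 7 of the 8 endothelial markers were lower, which leaves room for it. A combination of both shares was not tested either. A change within the epidermis remains open.

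Genes with a log2 fold change above 3 were examined for their position. Sequence from another strain linked to the targeted locus was excluded as the whole cause, since 6.88% of the 160 genes with a position lay on chromosome 5, against 6.12% of the tested genes (Fisher's exact test, p = 0.619). Within 20 Mb of Gtf2ird1 the share was 5%, against 2.70% of the tested genes (Fisher's exact test, p = 0.0814), so a part near the locus may remain. Local regions in which neighbouring genes rise together may explain part of the pattern: 48 of the 160 had another such gene within 200 kb, where random draws gave a mean of 10.5 and at most 30 (permutation p = 1e-04, the smallest that 10000 draws allow). With genes of the same name stem left out, 35 had such a neighbour, against a mean of 10.1. A general release of germline genes was excluded: of 19 such genes, 5 had no counts in any library and 5 had at most 3 counts in every WT library, and the highest count of the latter in a KO library was 4. Of the 4 that were tested, 0 were called and 0 had an unadjusted p under 0.05. A release of other germline genes remains open.

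Fgfbp3 was lower, and a copy number difference at Ide and Fgfbp3 between mice of the strain may lower it. Ide had a log2 fold change of 0.84 in the opposite direction. It did not pass in the quasi-likelihood test (adjusted p = 0.125), and its genotypes overlapped. It was called higher under 2 of the 11 alternatives, among them the exact test (adjusted p = 0.0391). WT3 was the highest WT library for both genes. A copy number difference and a change of Fgfbp3 alone cannot be told apart.

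A bias towards genes with long exon sequence could raise cell cycle genes. Among the 20 mitosis genes the 10 long ones had a larger median than the 10 short ones, 0.94 against 0.37 (permutation p = 0.0144 for the difference of their means), and the log2 fold change rose with length over all genes (Spearman rho 0.162), so a part from length may remain. It was excluded as the whole cause because with the length trend removed the mitosis genes had a median of 0.59 (camera adjusted p = 3.44e-05), 0.48 in the short ones and 0.96 in the long ones.

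Of the 10 ways to split the 6 libraries into groups of 3, 1, the true split, gave as many called genes, and 1 gave as many gene sets. The other 9 splits gave 0 called genes, with 63 to 4780 genes at an unadjusted p under 0.05, and 4 to 17 gene sets against 18. The split of WT1, WT3 and KO3 against WT2, KO1 and KO2 gave the 4780, more than the 4439 of the true split. The same libraries stood together in the trend on gene length within each genotype (Spearman rho -0.192 in WT1, -0.171 in WT3 and -0.238 in KO3, against 0.28 in WT2, 0.134 in KO1 and 0.256 in KO2). Such a trend might set these libraries apart, but was excluded as the whole cause, since with the trend removed the split still gave 4320 genes, and 0 called ones. Whether another technical difference follows this grouping was not tested. The share of splits cannot fall under 0.1 with 10 of them, so this count alone decides nothing.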
